# Switching of dominant retrotransposon silencing strategies from posttranscriptional to transcriptional mechanisms during male germ-cell development in mice

**DOI:** 10.1371/journal.pgen.1006926

**Published:** 2017-07-27

**Authors:** Kota Inoue, Kenji Ichiyanagi, Kei Fukuda, Michael Glinka, Hiroyuki Sasaki

## Abstract

Mammalian genomes harbor millions of retrotransposon copies, some of which are transpositionally active. In mouse prospermatogonia, PIWI-interacting small RNAs (piRNAs) combat retrotransposon activity to maintain the genomic integrity. The piRNA system destroys retrotransposon-derived RNAs and guides *de novo* DNA methylation at some retrotransposon promoters. However, it remains unclear whether DNA methylation contributes to retrotransposon silencing in prospermatogonia. We have performed comprehensive studies of DNA methylation and polyA(+) RNAs (transcriptome) in developing male germ cells from *Pld6/Mitopld* and *Dnmt3l* knockout mice, which are defective in piRNA biogenesis and *de novo* DNA methylation, respectively. The *Dnmt3l* mutation greatly reduced DNA methylation levels at most retrotransposons, but its impact on their RNA abundance was limited in prospermatogonia. In *Pld6* mutant germ cells, although only a few retrotransposons exhibited reduced DNA methylation, many showed increased expression at the RNA level. More detailed analysis of RNA sequencing, nascent RNA quantification, profiling of cleaved RNA ends, and the results obtained from double knockout mice suggest that PLD6 works mainly at the posttranscriptional level. The increase in retrotransposon expression was larger in *Pld6* mutants than it was in *Dnmt3l* mutants, suggesting that RNA degradation by the piRNA system plays a more important role than does DNA methylation in prospermatogonia. However, DNA methylation had a long-term effect: hypomethylation caused by the *Pld6* or *Dnmt3l* mutation resulted in increased retrotransposon expression in meiotic spermatocytes. Thus, posttranscriptional silencing plays an important role in the early stage of germ cell development, then transcriptional silencing becomes important in later stages. In addition, intergenic and intronic retrotransposon sequences, in particular those containing the antisense L1 promoters, drove ectopic expression of nearby genes in both mutant spermatocytes, suggesting that retrotransposon silencing is important for the maintenance of not only genomic integrity but also transcriptomic integrity.

## Author summary

Retrotransposons are a class of transposable elements, of which mobility has mutagenic potential. Therefore, it is important to regulate the expression of retrotransposons for maintaining the genomic integrity. In male germ cells, DNA methylation and the piRNA system are thought to play roles in retrotransposon silencing. However, genome-wide DNA methylation is once erased (in primordial germ cells) and reestablished (in prospermatogonia) during development. In prospermatogonia, piRNAs guide *de novo* DNA methylation at some retrotransposons. To clarify the contribution of DNA methylation and the piRNA system to retrotransposon silencing in the course of male germ cell development, we analyzed DNA methylation and RNA expression in *Dnmt3l* and *Pld6* knockout mice, which are defective in *de novo* DNA methylation and piRNA biogenesis, respectively. Our results reveal that, in prospermatogonia, the piRNA system works mainly at the posttranscriptional level, and plays a more important role than does DNA methylation in retrotransposon silencing. However, DNA methylation becomes much more important in later stages when germ cells enter meiosis (in spermatocytes). We also found that hypomethylated retrotransposons can drive ectopic expression of nearby genes; therefore, their transcriptional silencing by DNA methylation is important for maintaining the transcriptomic integrity as well.

## Introduction

The mouse genome harbors millions of copies of transposable elements, the majority of which are retrotransposons. The retrotransposons include long terminal repeat (LTR) elements, long interspersed elements (LINEs), and short interspersed elements (SINEs) [1]. The LTR elements include endogenous retroviruses (ERVs). Some retrotransposons, such as the intracisternal A particle (IAP, which is an ERV) and LINE-1 (L1, a LINE), are active in transposition and have a potential to cause insertion mutations. Thus, retrotransposons present a threat to genomic integrity. In general, the expression of retrotransposons is epigenetically regulated at the transcriptional level by DNA methylation at CpG sites and by histone modifications, such as histone H3 methylation at lysine 9 (H3K9me). For example, a knockout (KO) mutation of *Dnmt1*, which encodes a maintenance-type DNA methyltransferase, causes derepression of IAPs in whole mouse embryos because of a passive loss of DNA methylation [2]. When DNA methylation is completely lost from embryonic stem cells (ESCs) by KO mutation of all three DNA methyltransferase genes (*Dnmt1*, *Dnmt3a*, and *Dnmt3b*), the expression of L1 elements, but not of IAP elements, is increased [3, 4]. Moreover, a KO mutation of *Setdb1/Eset*, which encodes an H3K9 methyltransferase, causes increased expression of LTR elements, such as IAP elements, in mouse ESCs and brain, but not in embryonic fibroblasts [4–6]. Thus, although both DNA methylation and histone modifications are important for silencing, the dominant mechanism differs among cell types and retrotransposons.

During germ cell development, the DNA methylation profile changes dynamically [7] (Fig 1A). Initially, primordial germ cells (PGCs) have a low methylation level at embryonic day 13.5 (E13.5); subsequently, global *de novo* methylation occurs in mitotically arrested prospermatogonia, between E13.5 and the newborn stage (postnatal day 0 or P0). A few days after birth, the arrested cells resume mitosis, giving rise to spermatogonia, and, at around P9, they start to differentiate into spermatocytes and initiate meiosis. The global CpG methylation level established in late prospermatogonia is maintained throughout spermatogenesis, although there are local changes at regulatory elements [8, 9] (Fig 1A). *Dnmt3l* and *Dnmt3a*, which respectively encode a DNA methyltransferase-like protein and a *de novo* DNA methyltransferase, are highly expressed in prospermatogonia [10, 11]. KO mutations of *Dnmt3l* result in a failure in *de novo* methylation of the IAP and L1 promoters and the centromeric and pericentromeric repeats [12–14]. Moreover, *Dnmt3l* KO mice show increased expression of the IAP and L1 family members in postnatal testes [12, 15], suggesting the important role of this gene in retrotransposon silencing.

**Fig 1:**
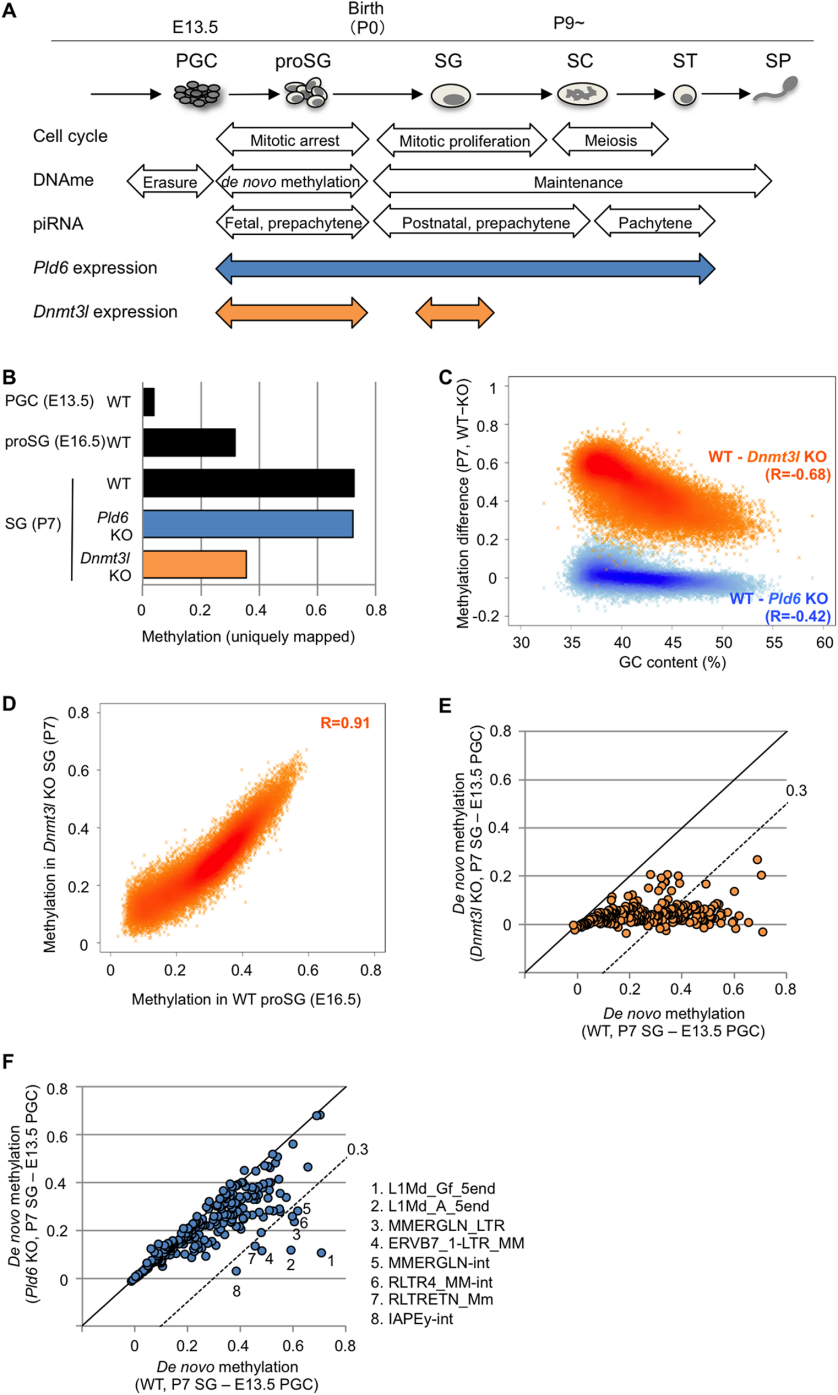
DNA methylation profiles in *Pld6* KO and *Dnmt3l* KO spermatogonia. (A) Schematic representation of male germ cell development with events related to the cell cycle, DNA methylation, and piRNA expression. The *Pld6* and *Dnmt3l* expression patterns are also shown. proSG, prospermatogonium; SG, spermatogonium; SC, spermatocyte; ST, spermatid; SP, spermatozoon. (B) Overall methylation levels at CpG sites. For WT E13.5 PGCs and E16.5 prospermatogonia, published data were used [32]. (C) Methylation differences between WT and KO spermatogonia and their relationship with GC content. The analysis was performed in 100 kb windows. Pearson’s *R* values are shown in parentheses. (D) Correlation between the methylation levels in *Dnmt3l* KO spermatogonia and those in WT E16.5 prospermatogonia. The analysis was performed in 100 kb windows. (E) Comparison of the extent of *de novo* methylation at individual retrotransposons in *Dnmt3l* KO and WT germ cells. The methylation levels detected in E13.5 PGCs were subtracted from those observed in P7 spermatogonia. Each spot represents one retrotransposon species. The dashed line denotes the following slope: y = x − 0.3. (F) Comparison of the extent of *de novo* methylation at individual retrotransposons in *Pld6* KO and WT germ cells. Details are as in (E).

In prospermatogonia, PIWI-interacting RNAs (piRNAs) are generated by the actions of many proteins, including PLD6/MitoPLD/ZUC, PIWIL2/MILI, and PIWIL4/MIWI2 [16]. PLD6 is a phospholipase D/nuclease family protein that contributes to the generation of primary piRNAs by cleaving piRNA precursors [17–19]. PIWIL2 binds primary piRNAs and cleaves target RNAs that are complementary to the bound piRNAs. The cleaved RNAs are further processed to yield secondary piRNAs, which are used for another round of piRNA production via the so-called ping-pong cycle [20]. A large part of the piRNAs in mouse prospermatogonia is derived from retrotransposons and other transposable elements: therefore, the piRNA system is considered as a host defense system [21, 22]. In fact, the L1 and IAP families are derepressed in *Pld6* KO testes at P14 [19]. Interestingly, prospermatogonia from *Pld6* KO, *Piwil2* KO, and *Piwil4* KO mice fail to achieve *de novo* methylation at the L1 promoters [19, 20, 23–25], suggesting that piRNAs may guide *de novo* methylation [26]. Thus, the piRNA system likely silences retrotransposons at both the transcriptional and posttranscriptional levels.

In a previous study, we showed that DNA methylation is virtually unaffected at the IAP, MMERVK10C, and SINE B1 sequences in *Pld6* KO spermatogonia [27]. It was also reported that *Piwil2* KO mutants properly gain methylation at many retrotransposon sequences, with the exception of the L1 promoters [28, 29]. Thus, the piRNA-guided *de novo* methylation and, in turn, transcriptional silencing, may occur only at limited families of retrotransposons, such as the L1 family, in prospermatogonia. In *Mael* and *Hsp90aa1/Hsp90α* KO prospermatogonia, in which the amount of piRNA is severely reduced, the methylation of the L1 promoters is unchanged, whereas the L1 protein level is increased [30, 31], suggesting the presence of piRNA-mediated posttranscriptional regulation.

In the present study, we attempted to clarify the contributions of the piRNA system and DNA methylation to retrotransposon silencing during male germ cell development in greater detail. We performed whole-genome bisulfite shotgun sequencing and RNA sequencing (RNA-seq) in germ cells obtained from *Pld6* KO and *Dnmt3l* KO mice. Our results demonstrate an interesting shift from a posttranscriptional to a transcriptional mechanism as the major contributor to retrotransposon silencing during male germ cell development. We also show that retrotransposon silencing is important not only for genomic integrity, but also for transcriptomic integrity.

## Results

### *Pld6* contributes to *de novo* DNA methylation in a subset of retrotransposons

To examine the effect of *Pld6* KO and *Dnmt3l* KO mutations on *de novo* DNA methylation of retrotransposons, we performed whole-genome bisulfite shotgun sequencing in wild-type (WT), *Pld6* KO, and *Dnmt3l* KO spermatogonia that were collected by fluorescence-activated cell sorting (FACS) at postnatal day 7 (P7). 

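In bisulfite sequencing, unmethylated cytosines are read as thymines, so that each read gives a methylated or an unmethylated call at every CpG site it covers. The libraries were prepared by post-bisulfite adaptor tagging, in which the adaptors are added after the bisulfite treatment. A list of CpG sites was used for each of WT, *Pld6* KO and *Dnmt3l* KO spermatogonia at P7. The paper's methods describe biological replicates of this sequencing, whereas 1 deposited file per genotype, labelled as replicate 1, was analysed here and taken as 1 library, so that no spread between replicates can be given and no test between genotypes was made. In these lists the authors deposited, for each CpG site, the counts of methylated and unmethylated calls from uniquely mapped reads on the mm10 genome and the methylation level as a fraction. The 95% intervals given with the levels are Wilson intervals on the calls. They cover counting error only, and treat every call as independent. Calls at neighbouring sites can come from 1 read, and several reads from 1 molecule, so that the intervals can be too narrow. Duplicate reads were not examined here. Every site was listed on the plus strand in the CG context. The WT library held 43757722 calls at 14540304 sites, a mean of 3.01 calls per listed site. In the *Pld6* KO library, 64076569 calls lay at 16239290 sites, a mean of 3.95 calls per listed site. The *Dnmt3l* KO library was the smallest, with 19289688 calls at 10384177 sites and a mean of 1.86. Of the 21867550 CpG sites of the nuclear chromosomes, 66.5% were covered in WT, 74.2% in *Pld6* KO and 47.5% in *Dnmt3l* KO. The share of listed sites with a single call was 30.1% in WT, 20.1% in *Pld6* KO and 54.5% in *Dnmt3l* KO.
The calls at the targeted genes were counted in each library. *Pld6* lies on chromosome 11 from 59783893 to 59787657 on the minus strand and has 2 exons. Exon 1, from 59787218 to 59787657, holds 37 CpG sites, which had 0 calls in *Pld6* KO, 90 in WT and 40 in *Dnmt3l* KO. This exon lies in a run of 66 CpG sites without calls in *Pld6* KO, from 59787155 to 59788594, where WT had 163 calls and *Dnmt3l* KO had 65. *Dnmt3l* lies on chromosome 10 from 78042287 to 78063622 on the plus strand and has 14 exons. In *Dnmt3l* KO, a run of 53 CpG sites from 78050450 to 78054524 had no calls, whereas WT had 88 and *Pld6* KO had 171 there. The run holds exons 4 to 9. Within 5 kb of the genes, the longest run of CpG sites without calls in WT was 4 sites at *Pld6* and 9 sites at *Dnmt3l*. At *Pld6*, the longest such run in *Dnmt3l* KO was 18 sites.

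**Figure D1:**
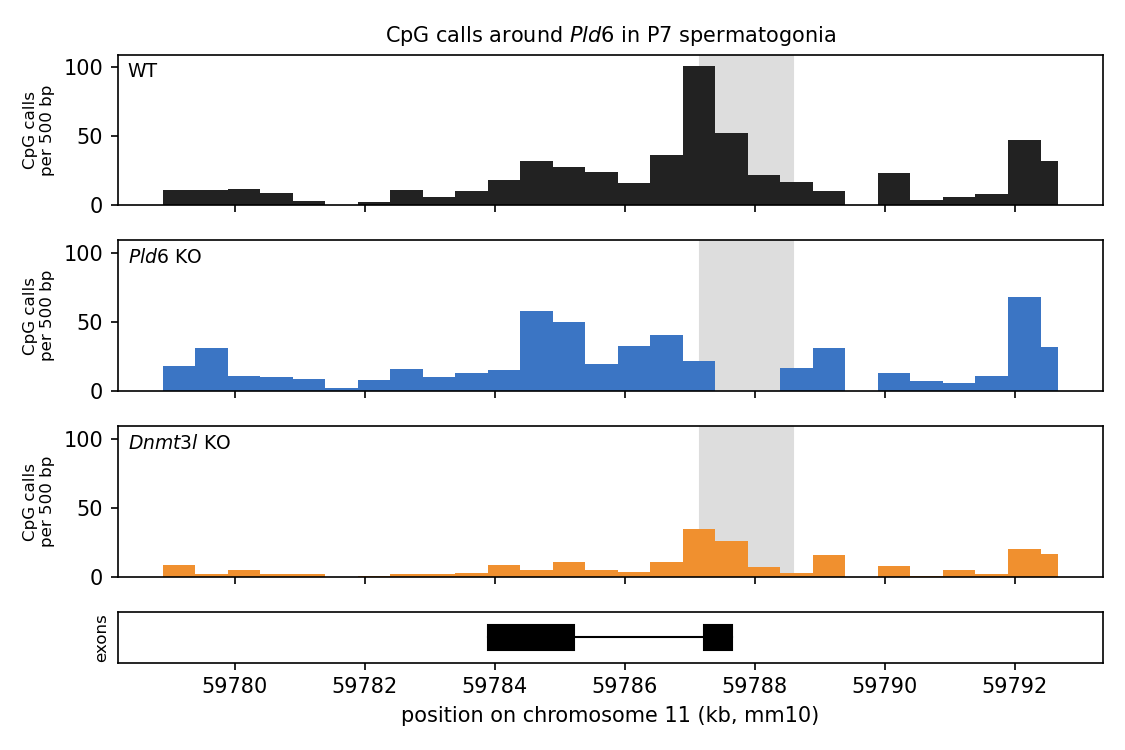
CpG calls per 500 bp around *Pld6* on chromosome 11 in the 3 libraries, with the exons drawn under the counts and the longest run of CpG sites without calls in grey. In *Pld6* KO the run holds 66 sites and includes exon 1.

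**Figure D2:**
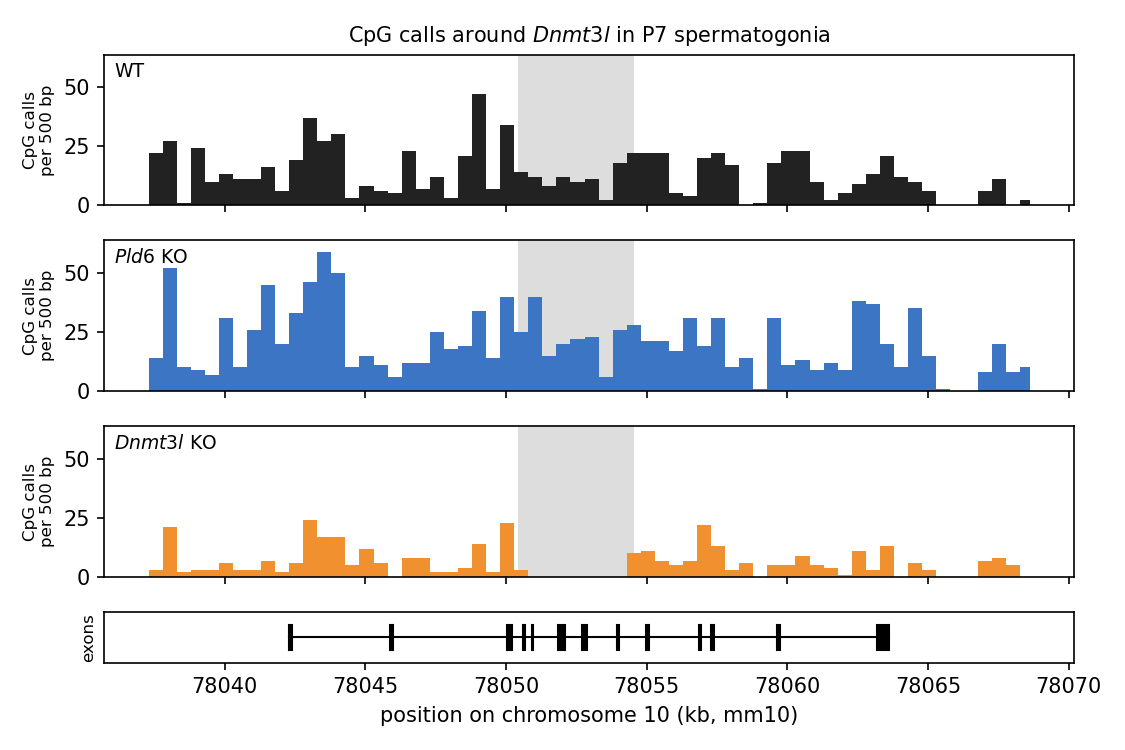
CpG calls per 500 bp around *Dnmt3l* on chromosome 10 in the 3 libraries, with the exons drawn under the counts and the longest run of CpG sites without calls in grey. In *Dnmt3l* KO the run holds 53 sites and includes exons 4 to 9.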

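When all methylated CpG calls of a library were divided by all its CpG calls, the methylation level was 0.703 in WT (95% interval 0.7025 to 0.7028), 0.722 in *Pld6* KO (0.7219 to 0.7222) and 0.301 in *Dnmt3l* KO (0.3006 to 0.3010). The calls of every chromosome and of every site were used, without a coverage minimum. The WT level minus the *Pld6* KO level was -0.0194, and the WT level minus the *Dnmt3l* KO level was 0.402. With the mean of the site levels in place of the pooled calls, the levels were 0.740 in WT, 0.730 in *Pld6* KO and 0.321 in *Dnmt3l* KO, and the difference between WT and *Pld6* KO changed its sign to 0.0102. The level depended on the number of calls at a site in each library. From sites with 1 call to sites with 13 to 20 calls, it went from 0.760 to 0.589 in WT, from 0.711 to 0.789 in *Pld6* KO and from 0.332 to 0.129 in *Dnmt3l* KO. At sites with 21 or more calls, which held 6.41%, 5.84% and 5.79% of the calls of the 3 libraries, it was 0.369 in WT, 0.406 in *Pld6* KO and 0.137 in *Dnmt3l* KO, so that the rise in *Pld6* KO did not go on. A satellite stretch on chromosome 2 alone held 4.83%, 4.23% and 4.42% of all calls.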

Using uniquely mapped reads, we determined the average methylation level at CpG sites (the methylated cytosine calls divided by the sum of the methylated and unmethylated cytosine calls), which were 0.73, 0.72, and 0.36 (in fraction values) in WT, *Pld6* KO, and *Dnmt3l* KO spermatogonia, respectively (Fig 1B, S1 Fig). This suggests that, while *Dnmt3l* is important for *de novo* methylation at unique sequence regions, *Pld6* is dispensable for this process. 

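On the 21 chromosomes taken one by one, the methylation level of WT ranged from 0.535 on chromosome Y to 0.745 on chromosome 18. In *Pld6* KO the level ranged from 0.476 on chromosome Y to 0.759 on chromosome 18, and in *Dnmt3l* KO from 0.134 on chromosome Y to 0.341 on chromosome 11. The WT level minus the *Dnmt3l* KO level was positive on every chromosome and lay between 0.333 on chromosome 2 and 0.458 on chromosome X. The WT level minus the *Pld6* KO level lay between -0.0378 on chromosome 2 and 0.0587 on chromosome Y, and was positive on 2 of the 21 chromosomes. Both extremes on chromosome 2 came from a deeply covered satellite stretch. When this stretch was left out, which was chosen after seeing the data, the differences on chromosome 2 were 0.40 and -0.0186, and the lowest values were 0.367 for *Dnmt3l* KO and -0.0256 for *Pld6* KO, both on chromosome 9. In non-overlapping windows of 100 kb with at least 100 calls in each library, which were 25327 of 27268 windows, the mean level was 0.742 in WT, 0.740 in *Pld6* KO and 0.277 in *Dnmt3l* KO. The level was lower than in WT by at least 0.3, the decrease that the paper calls severe for retrotransposons, in 22867 windows of *Dnmt3l* KO (90.3%, 95% interval 89.9% to 90.6%). In *Pld6* KO this held for 1 window (0.00395%, 95% interval 0.000697% to 0.0224%). With 10 kb windows of at least 20 calls, the share in *Pld6* KO was 1.23%. Since each genotype is represented by 1 library, a difference between genotypes cannot be told apart here from a difference between libraries. From the levels in the 3 genotypes, the paper proposes that *Dnmt3l* is important for *de novo* methylation at unique sequence regions and that *Pld6* is dispensable for it.

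**Figure D3:**
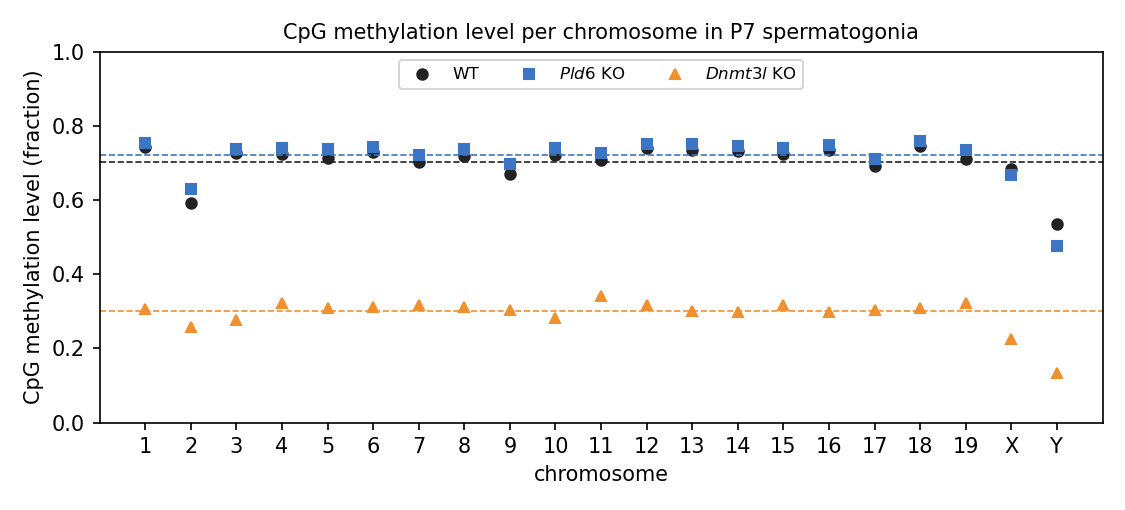
CpG methylation level (fraction, calls pooled) on each of the 21 chromosomes in WT, *Pld6* KO and *Dnmt3l* KO, 1 library each. On every chromosome the *Dnmt3l* KO level lies below both others, and the lowest level of each library is on chromosome Y.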

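The relation to GC content was measured across the 25327 windows of 100 kb with at least 100 calls in each library, with the calls pooled within a window. Pearson's R between the GC content of a window and the WT level minus the *Dnmt3l* KO level was -0.675, with a 95% interval of -0.695 to -0.646 from resampling whole chromosomes. For the WT level minus the *Pld6* KO level, R was -0.421 (95% interval -0.443 to -0.399). These are correlations across windows, and windows are not independent replicates. When the windows were divided by GC content into 10 groups of similar size, the mean difference between WT and *Dnmt3l* KO fell from 0.565 ± 0.0788 (SD over windows) in the group with the lowest GC content to 0.324 ± 0.0723 in the group with the highest. The mean difference between WT and *Pld6* KO went from 0.0264 ± 0.0515 to -0.0298 ± 0.0308 between the same groups. Of the alternatives tried, 10 kb windows with at least 100 calls in each library moved R most, to -0.227 for *Dnmt3l* KO and to -0.0397 for *Pld6* KO. Only 60459 windows met this minimum, and they held 14.1 CpG sites per kb, against 8.35 in the 100 kb windows, so that the move is not one of window size alone. With at least 20 calls, chosen after seeing the data, 230480 windows of 10 kb gave -0.479 and -0.127. With at least 500 calls per window, R was -0.510 for *Dnmt3l* KO and -0.256 for *Pld6* KO. From the negative correlation, the paper states that GC-poor regions were more severely affected by the *Dnmt3l* mutation.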

Although the impact of the *Dnmt3l* mutation was global, GC-poor (or AT-rich) regions were more severely affected (Pearson’s *R* = −0.68) (Fig 1C, S2 Fig). These regions overlapped well with regions that were poorly methylated at E16.5 [32] in WT prospermatogonia (Fig 1D, S2 Fig), indicating that the *de novo* methylation of the GC-poor regions is more dependent on *Dnmt3l* and occurs later in normal development.

Next, the DNA methylation levels of relatively young (i.e., mouse-specific) retrotransposons (n = 263) were determined in each genotype by mapping the reads onto their consensus sequences in the RepeatMasker library (for some retrotransposons, the sequences were divided into portions; e.g., 5end, orf2, and 3end). To determine the extent of *de novo* methylation in individual retrotransposons, we subtracted the methylation levels determined in E13.5 WT PGCs (onset of *de novo* methylation) [32] from those determined in P7 spermatogonia (after *de novo* methylation). 

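The copies that carry the sequences of the bisulfite-PCR amplicons in S6 Table were located in the genome with blastn, and the calls of uniquely mapped reads inside matches of at least 90% identity over at least 90% of the amplicon were pooled for each amplicon. This measures the part of the copies that reads can be placed in, not the consensus sequence onto which the authors mapped reads. Of the CpG sites inside the matches, between 2.15% (RLTR4) and 31.5% (RLTR10C-MMERVK10C) were covered in WT. For L1Md_A, 5081 matches in 2266 separate regions gave a methylation level of 0.864 in WT (17822 calls, 95% interval 0.859 to 0.869), 0.222 in *Pld6* KO (30340 calls, 0.218 to 0.227) and 0.0906 in *Dnmt3l* KO (9808 calls, 0.0851 to 0.0965). The level for IAPLTR1_MM was 0.836 in WT (95% interval 0.819 to 0.853), 0.669 in *Pld6* KO (0.654 to 0.684) and 0.239 in *Dnmt3l* KO (0.214 to 0.267). For MT2-MERVL the 3 levels were 0.825 (0.809 to 0.840), 0.794 (0.780 to 0.808) and 0.297 (0.271 to 0.324). RLTR4 had 58, 133 and 27 calls in WT, *Pld6* KO and *Dnmt3l* KO, with levels of 0.776 (0.653 to 0.864), 0.571 (0.486 to 0.652) and 0.111 (0.0385 to 0.281). RLTR6 had 18, 44 and 4 calls, and at this depth the differences between its levels of 0.889, 0.682 and 0.500 were not detectable (Fisher's exact test on calls, p = 0.117 for WT against *Pld6* KO and p = 0.135 for WT against *Dnmt3l* KO, both two-sided). With the matches extended by 200 bp on each side, RLTR6 had 24, 84 and 23 calls and levels of 0.917 (0.742 to 0.977), 0.607 (0.500 to 0.705) and 0.174 (0.0698 to 0.371). The level in *Dnmt3l* KO was lower than in WT by at least 0.3 for 8 of the 8 amplicons, by 0.389 (RLTR6) to 0.773 (L1Md_A). With at least 95% identity, the *Pld6* KO level for RLTR1B-MMERGLN_I rose from 0.540 to 0.763 (38 calls). This was the largest change outside the 95% interval among the alternatives, and RLTR6 had no match of this identity.

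**Figure D4:**
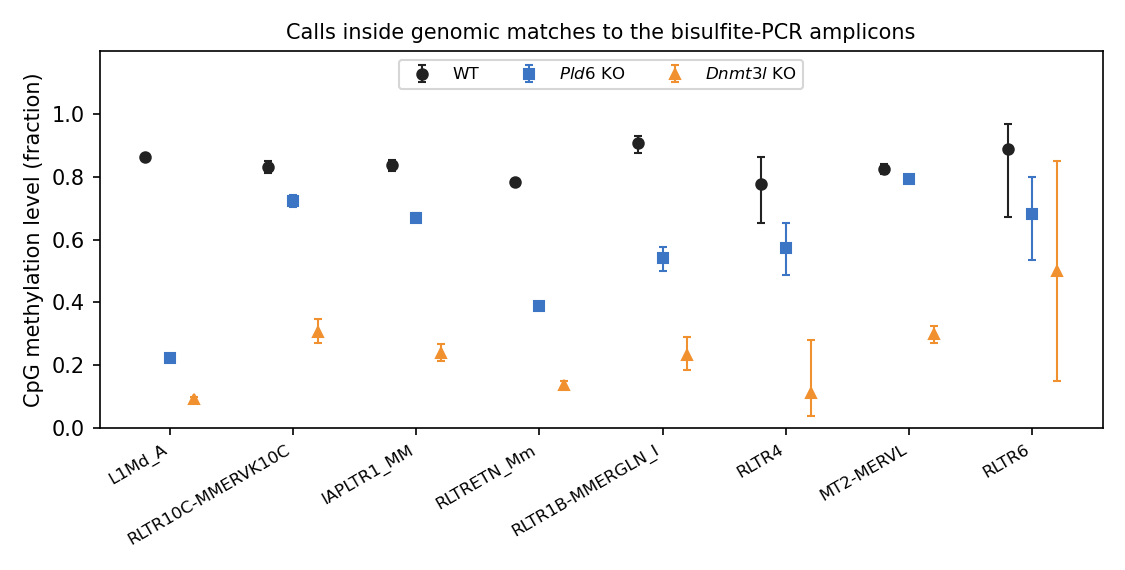
CpG methylation level (fraction) of calls inside genomic matches to 8 bisulfite-PCR amplicons in WT, *Pld6* KO and *Dnmt3l* KO spermatogonia, 1 library each, with 95% Wilson intervals as bars. The *Dnmt3l* KO level is the lowest for each amplicon, although the intervals of RLTR6 overlap.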

In *Dnmt3l* KO spermatogonia, almost all retrotransposons were severely affected (Fig 1E, S3 and S4 Figs and S1 Table), whereas the *Pld6* mutation had a lesser impact (Fig 1F, S3 Fig and S1 Table). 

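In *Pld6* KO, the methylation level inside the matches was lower than in WT for 8 of the 8 amplicons, by 0.0307 (MT2-MERVL) to 0.642 (L1Md_A). The decrease reached 0.3 for 3 of them. For L1Md_A it was 0.642, and the *Pld6* KO level was 0.257 of the WT level. For RLTRETN_Mm the level went from 0.783 in WT (95% interval 0.771 to 0.795) to 0.389 in *Pld6* KO (0.379 to 0.399), a decrease of 0.394. RLTR1B-MMERGLN_I, of which 399 bp of the amplicon were used, went from 0.907 (0.876 to 0.931) to 0.540 (0.501 to 0.578), a decrease of 0.368. With at least 95% identity, the *Pld6* KO level of RLTR1B-MMERGLN_I was 0.763 (38 calls, 0.608 to 0.870). That of WT was 0.917 (24 calls, 0.742 to 0.977), so that the decrease no longer reached 0.3. With so few calls the intervals overlap, and a decrease of 0.3 is not ruled out in this setting. With the matches extended by 200 bp on each side, the decrease reached 0.3 for 5 of the 8 amplicons, because RLTR4 (0.764 in WT and 0.458 in *Pld6* KO) and RLTR6 (0.917 and 0.607) were added. The decrease was 0.167 for IAPLTR1_MM and 0.110 for RLTR10C-MMERVK10C. A Fisher's exact test on the calls of these elements compares the libraries, not the genotypes, and gave p = 5.62e-42 for IAPLTR1_MM and p = 1.77e-14 for RLTR10C-MMERVK10C between WT and *Pld6* KO. This test treats calls of the same read as independent, so that both p can be too small. The paper states that only a subset of retrotransposons, among them the 5′ regions of L1Md_A and L1Md_Gf, were severely affected in *Pld6* KO spermatogonia.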

The methylation levels of most retrotransposons in *Pld6* KO spermatogonia were very similar to those observed in *Piwil2* KO spermatogonia (S5 Fig) [28, 29], and only a subset of retrotransposons, including L1Md_A_5end and L1Md_Gf_5end (the 5′ regions of A- and G_F_-type L1, respectively), were severely affected (≥0.3).

### *Pld6* contributes to the silencing of the L1 and IAP families in prospermatogonia, independent of DNA methylation

To determine whether the *Pld6* and *Dnmt3l* mutations affect the RNA levels of retrotransposons in prospermatogonia, we performed deep sequencing of polyA(+) RNAs (mRNA-seq) with strand discrimination in newborn (P0) testes, where prospermatogonia are the only germ cell component. (Note that LINE and LTR elements have a polyadenylation signal [33, 34] and their RNAs are polyA(+).) The mapping of the reads to the consensus sequences revealed that the expression of the L1 and IAP family members was increased by >2-fold in *Pld6* KO testes (*P* < 0.05, *t* test; Fig 2A, S1 Table). In *Dnmt3l* KO testes, the expression of only a small subset of retrotransposons was increased by >2-fold, albeit with little significance (*P* > 0.05 for all; Fig 2B, S1 Table). Thus, the *Pld6* mutation had a greater impact on retrotransposon silencing than did the *Dnmt3l* mutation (Fig 2C), despite the observation that the *Dnmt3l* mutation affected *de novo* methylation more severely (Fig 1E and 1F). These results suggest that *Pld6* silences retrotransposons predominantly via a mechanism that is independent of methylation.

**Fig 2:**
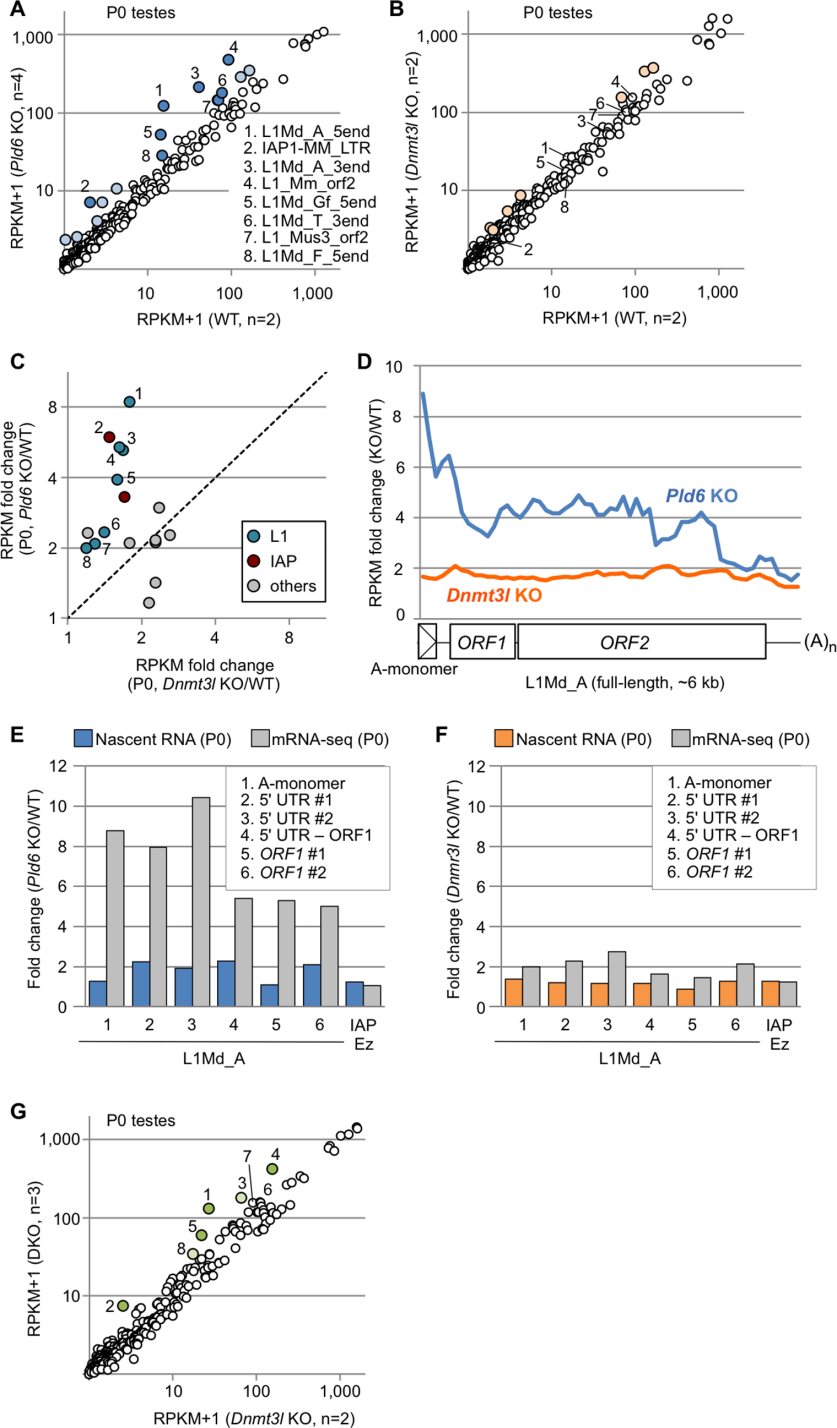
Retrotransposon expression in *Pld6* KO and *Dnmt3l* KO newborn testes. (A) Expression of individual retrotransposons in *Pld6* KO and WT testes. Those showing increased expression (>2-fold) in KO testes are colored (*P* < 0.05, blue spots with numbers 1–8; *P* > 0.05, light blue). The numbered retrotransposons are marked by the same numbers in B, C, and G. (B) Retrotransposon expression in *Dnmt3l* KO and WT testes. The light-orange spots represent retrotransposons showing increased expression in KO testes (>2-fold, *P*>0.05). (C) Expression of individual retrotransposons in *Pld6* KO and *Dnmt3l* KO testes relative to WT testes. Only those showing a >2-fold increase in either mutants are shown. Members of the L1 and IAP families are indicated in blue and red, respectively. (D) Fold change in L1Md_A expression across the consensus sequence in *Pld6* KO and *Dnmt3l* KO testes relative to WT testes. Reads were counted in nonoverlapping 100-bp windows. The reference sequence had one A-monomer (position 1–207). (E) Fold changes in nascent L1Md_A RNA expression in *Pld6* KO prospermatogonia compared with WT prospermatogonia (blue bars). The experiments were performed using eight biological replicates. Fold changes in steady-state RNA level are shown for comparison (gray bars). PCR regions 1–6 are indicated in the inset. (F) Fold changes in nascent L1Md_A RNA expression in *Dnmt3l* KO prospermatogonia compared with WT prospermatogonia (orange bars). The experiments were performed using five and two biological replicates for WT and KO cells, respectively. Fold changes in steady-state RNA level are also shown (gray). (G) Expression of individual retrotransposons in double KO and *Dnmt3l* KO testes. Retrotransposons showing increased expression (>2-fold) in double KO testes are colored (*P* < 0.05, green; *P* > 0.05, light green). DKO, double KO.

The mapping of RNA reads to the full-length L1Md_A sequence revealed that the increase in expression was most prominent in the 5′ region (up to 10-fold) in *Pld6* KO testes (Fig 2D, blue line), whereas it was constant (1.8-fold) throughout the L1Md_A sequence in *Dnmt3l* KO testes (Fig 2D, orange line). As the RNA-seq libraries were constructed from polyA(+) RNAs, our results suggest that full-length plus near-full-length L1Md_A RNAs are more abundant, thus RNA cleavage is less frequent in *Pld6* KO testes. When both cleaved and uncleaved RNAs were together measured in total RNA from P0 testes by random priming followed by quantitative PCR (qRT-PCR), a uniform 1.7- to 2.8-fold increase was observed along the L1Md_A sequence in *Pld6* KO testes (S6 Fig). Next, we quantified the nascent RNAs of L1Md_A in newborn testes by ethynyl uridine labeling, purification, and subsequent qRT-PCR and found that transcription was increased only 1.1- to 2.3-fold in *Pld6* KO testes (Fig 2E). Thus, the higher expression detected in these regions by RNA-seq (5- to 10-fold, Fig 2E) was more likely caused by increased RNA stability (less RNA cleavage) rather than increased transcription. In contrast, in *Dnmt3l* KO testes, the increase in the nascent RNAs was not much different from that observed in the steady-state RNA by RNA-seq (Fig 2F), suggesting regulation at the transcriptional level. Moreover, the introduction of the *Pld6* mutation in addition to the *Dnmt3l* mutation further increased the RNA levels of the L1 and IAP family members (compare *Pld6*/*Dnmt3l* double KO with *Dnmt3l* KO; Fig 2G, S7 Fig and S1 Table). This suggests that, in prospermatogonia, retrotransposon silencing by *Pld*6 does not require *Dnmt3l*, is largely independent of DNA methylation, and, thus, perhaps occurs through piRNA-guided RNA cleavage.

To evaluate the role of piRNA-guided RNA cleavage in retrotransposon silencing in prospermatogonia, we profiled the piRNAs (24- to 33-nt small RNAs) from WT and *Pld6* KO testes at P0 by small RNA sequencing. The profile of retrotransposon-derived piRNAs in WT P0 testes was very similar to that in E16.5 testes [31] (R = 0.95), with 45% of them being derived from the L1 family (S1 Table). In *Pld6* KO P0 testes, the retrotransposon-derived piRNAs were severely reduced (S8 Fig), as was observed in *Pld6* KO E16.5 testes [19]. Importantly, retrotransposons with a large drop (>1,000 RPM) in the amount of antisense piRNAs in *Pld6* KO testes showed a significant increase in RNAs in the mutants (S8 Fig and S1 Table). Next, we tried to identify and quantify the cleaved L1 RNAs in WT and *Pld6* KO testes by 5'-RACE sequencing (5'-RACE-seq) (Fig 3). The method includes RNA adaptor ligation where only cleaved RNAs with a 5' monophosphate group can accept the adapter: non-cleaved RNAs with a triphosphorylated or a capped 5' end are not reactive [35, 36] (Fig 3A). We mapped the 5'-RACE-seq reads to the full-length L1Md_A sequence and to the whole genome and revealed a number of RNA cleavage sites throughout the L1Md_A sequence in WT testes at P0 (Fig 3B). Importantly, about half of the cleaved RNAs showed a 10-nt complementarity with an antisense piRNA at their 5’ portions (Fig 3C), a feature of the piRNA-guided RNA cleavage. The fraction of L1-derived RNA fragments in the total cleaved RNAs (mapped to the whole genome) was reduced 3.1-fold in the *Pld6* KO testes (Fig 3B). Given that L1 transcription increased 2-fold in the mutant testes (Fig 2E), the above results suggest that the observed L1 RNA cleavage largely depended on *Pld6*. Thus, our findings suggest that the piRNA-guided RNA cleavage, which directly or indirectly involves *Pld6*, is important for retrotransposon silencing in prospermatogonia.

**Fig 3:**
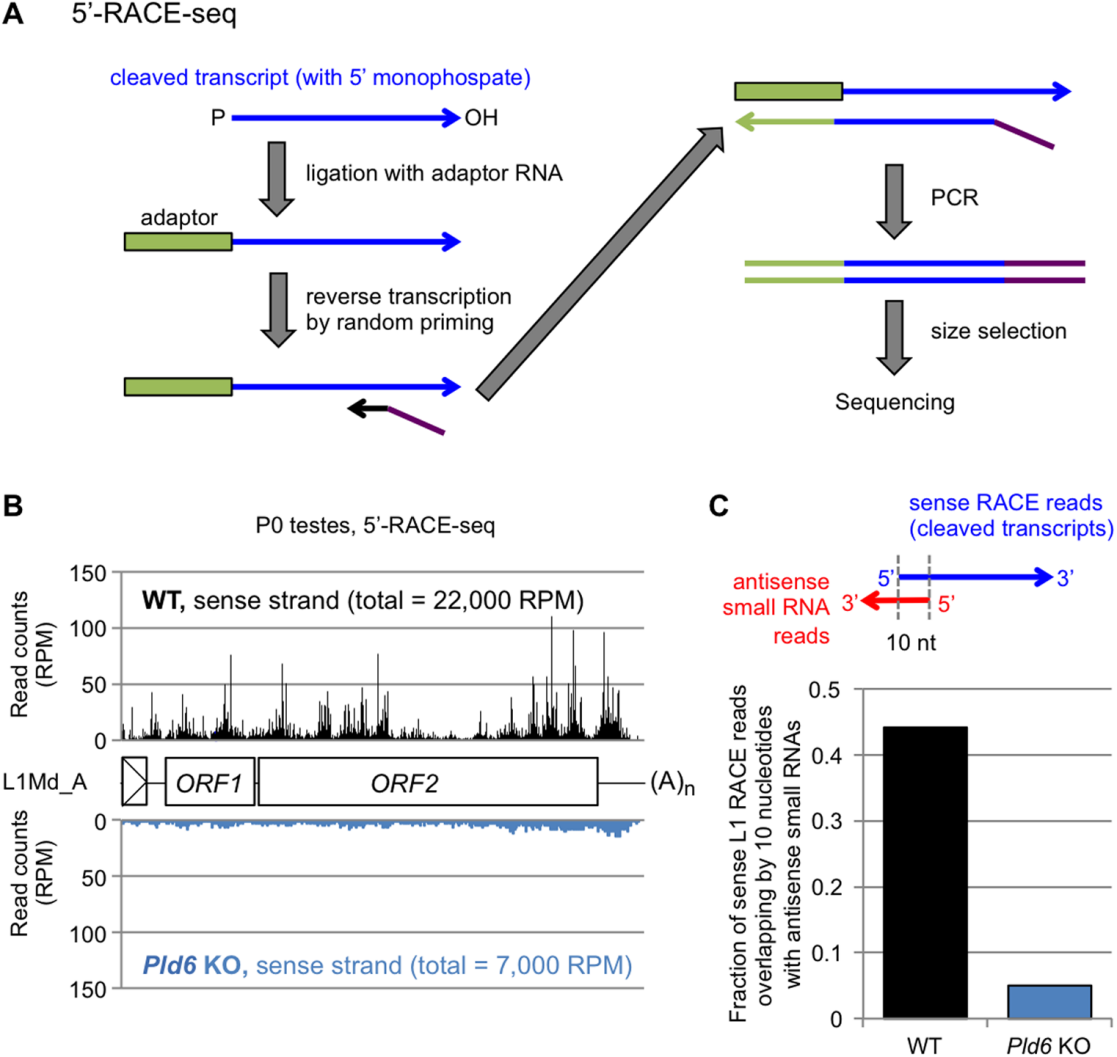
*Pld6*-dependent degradation of L1 RNAs. (A) Library preparation for 5'-RACE-seq. RNAs with 5' monophosphate (blue arrow) are ligated to an RNA adaptor (green box), allowing selective amplification of cleaved RNAs for subsequent reverse transcription and PCR. (B) 5'-RACE-seq reads of WT (top, black) and *Pld6* KO testes (bottom, blue) at P0 were mapped to the L1Md_A consensus sequence. Total read counts (in RPM, reads per million mapped reads) are shown in parenthesis. (C) Fraction of 5'-RACE-seq reads (L1 sense strand) in P0 testes showing a 10-nt complementarity with an antisense piRNA.

### DNA methylation has an important role in retrotransposon silencing during meiosis

Next, we studied the impact of the *Pld6* KO and *Dnmt3l* KO mutations on retrotransposon silencing in meiotic germ cells. WT testes at P21 contained all of the premeiotic (spermatogonia), meiotic (spermatocytes), and postmeiotic (spermatids) germ cells (Fig 1A), as confirmed by FACS profiling (S9 Fig). However, only spermatogonia and spermatocytes (at the preleptotene, leptotene, and zygotene stages) were present in *Pld6* KO and *Dnmt3l* KO testes (S9 Fig), because of the cell death that occurs at the late zygotene stage [14, 19]. Thus, we collected leptotene/zygotene (L/Z) spermatocytes by FACS and performed polyA(+) RNA-seq.

The results of this experiment showed that the *Pld6* KO and *Dnmt3l* KO mutations caused a >2-fold increase in the expression of 21 and 46 retrotransposons, respectively (*P* < 0.05; Fig 4A and 4B, S1 Table). In particular, the expression of some L1 family members was increased by >30-fold in both mutants and the expression of some IAP, MERVK, and MMERGLN family members was increased by >10-fold in the *Dnmt3l* mutants (Fig 4C). Thus, both mutations had a greater impact on retrotransposon silencing in L/Z spermatocytes than they did in prospermatogonia (P0 testes) (compare Figs 4A and 4B and 2A and 2B). However, the *Dnmt3l* mutation had a greater impact than did the *Pld6* mutation in spermatocytes (Fig 4A and 4B). Thus, the relative importance of *Pld6* and *Dnmt3l* in retrotransposon silencing was reversed between the stages (compare Figs 2C and 4C). Moreover, in contrast to the observations from P0 testes (S8 Fig), the increase in expression observed in *Dnmt3l* KO spermatocytes correlated well with the decrease in methylation detected in *Dnmt3l* KO spermatogonia (Fig 4D). In addition, the expression levels of the L1Md_A, L1Md_Gf, and MMERGLN family members were similar between *Pld6* KO and *Dnmt3l* KO spermatocytes (Fig 4C), which agrees well with the similar hypomethylation observed in their promoters (Fig 1E and 1F, S3 Fig and S1 Table). 

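In the P7 libraries, the calls inside matches to the L1Md_A amplicon were methylated at a level of 0.222 in *Pld6* KO (95% interval 0.218 to 0.227) and 0.0906 in *Dnmt3l* KO (0.0851 to 0.0965). The *Dnmt3l* KO level was lower by 0.132, a difference larger than the intervals. For RLTR1B-MMERGLN_I, the level was 0.540 in *Pld6* KO (645 calls, 0.501 to 0.578) and 0.232 in *Dnmt3l* KO (250 calls, 0.184 to 0.288), which is lower by 0.308. Relative to WT, the *Pld6* KO and *Dnmt3l* KO levels were 0.257 and 0.105 for L1Md_A, and 0.595 and 0.256 for RLTR1B-MMERGLN_I. L1Md_Gf is not among the amplicons and was not measured here.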

The expression levels of the IAP and MERVK family members were higher in *Dnmt3l* KO spermatocytes (Fig 4C) and correlated well with the differences in methylation observed between the mutants (S3 Fig and S1 Table). 

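On the side of methylation, the level inside matches to the IAPLTR1_MM amplicon was 0.669 in *Pld6* KO (3872 calls) and 0.239 in *Dnmt3l* KO (1003 calls), which is lower by 0.430. For RLTR10C-MMERVK10C the level was 0.722 in *Pld6* KO (1985 calls, 95% interval 0.702 to 0.742) and 0.306 in *Dnmt3l* KO (552 calls, 0.269 to 0.346), which is lower by 0.416. Among the 8 amplicons the difference between the mutants was larger still for MT2-MERVL (0.497) and RLTR4 (0.460, from 133 and 27 calls). It was smallest for L1Md_A (0.132). The rank of RLTR4 did not hold with matches extended by 200 bp, where its levels were 0.458 in *Pld6* KO and 0.228 in *Dnmt3l* KO. In that setting the levels were 0.771 and 0.387 for IAPLTR1_MM and 0.715 and 0.312 for RLTR10C-MMERVK10C. RNA levels in spermatocytes were not analysed here.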

Comparisons of the RNA-seq data of *Pld6* KO spermatocytes with those of *Piwil2* and *Piwil4* KO testes at P10 [29] revealed that similar sets of retrotransposons were derepressed in the *Pld6* and *Piwil2* KO mutants (S5 Fig). In contrast, only retrotransposons with reduced DNA methylation showed increased expression in *Piwil4* KO testes (S5 Fig). For example, the *Piwil4* KO mutation reduced the methylation level of L1Md_Gf_5end, but not L1Md_A_5end, and consistently, the expression of L1Md_Gf_5end, but not L1Md_A_5end, was elevated in the *Piwil4* KO testes (S5 Fig). All of these results further support the important role of DNA methylation in retrotransposon silencing in L/Z spermatocytes.

**Fig 4:**
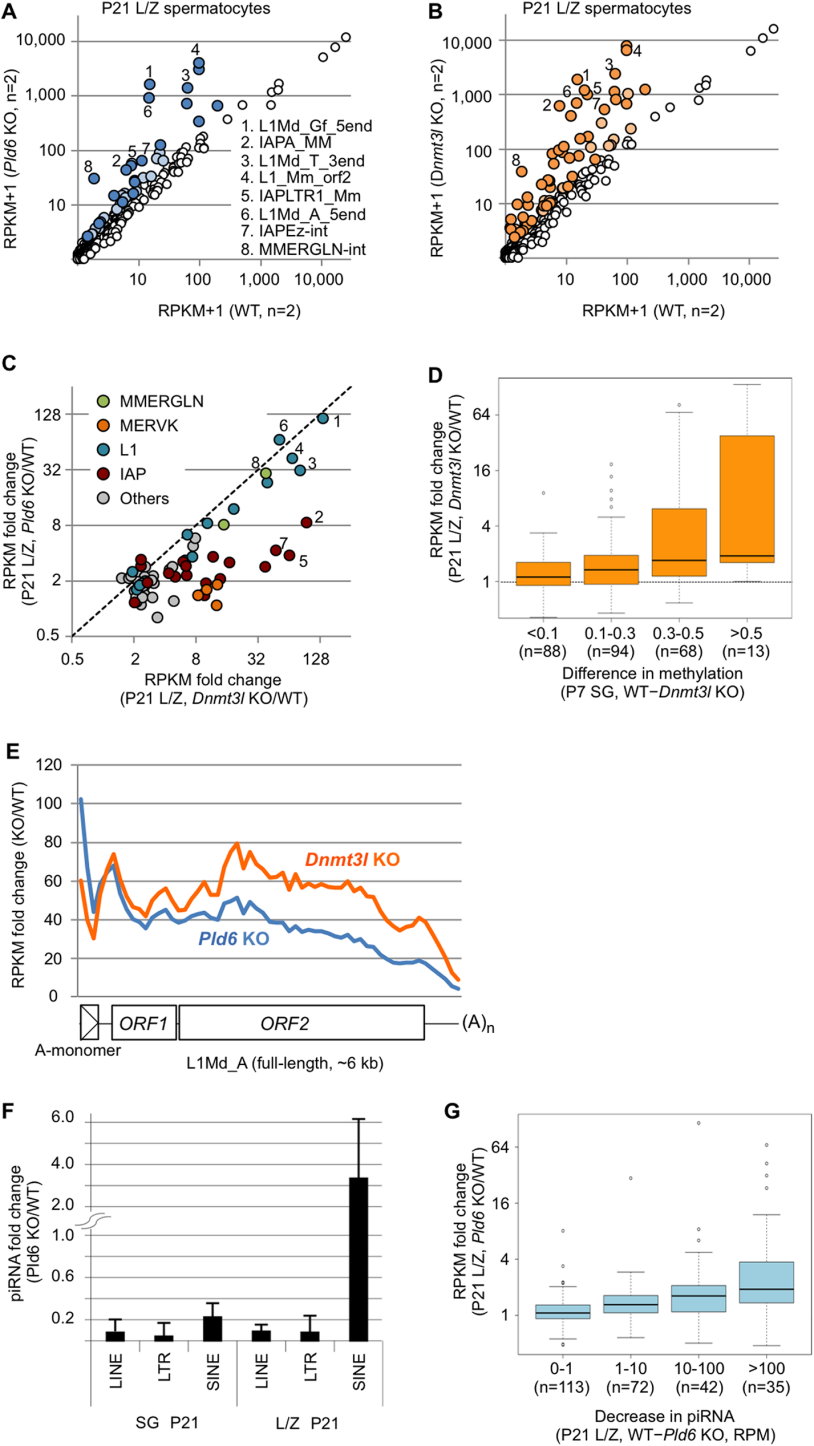
Retrotransposon expression in *Pld6* KO and *Dnmt3l* KO spermatocytes. (A) Expression of individual retrotransposons in *Pld6* KO and WT spermatocytes. Those showing increased expression (>2-fold) in KO spermatocytes are colored (*P* < 0.05, blue; *P* > 0.05, light blue). The retrotransposons showing the largest fold increases are numbered 1–8 and labeled using the same numbers in B and C. (B) Retrotransposon expression in *Dnmt3l* KO and WT spermatocytes. Those showing increased expression (>2-fold) in KO spermatocytes are colored (*P* < 0.05, orange; *P* > 0.05, light orange). (C) Expression of individual retrotransposons in *Pld6* KO and *Dnmt3l* KO spermatocytes relative to WT spermatocytes. Only those showing a >2-fold increase in either mutant are shown. Members of the MMERGLN, MERVK10/RLTR10, L1, and IAP families are shown in green, orange, blue, and red, respectively. (D) Relationship between the increase in expression in *Dnmt3l* KO spermatocytes and the decrease in methylation in *Dnmt3l* KO spermatogonia. Retrotransposons are grouped according to the degree of decreased methylation in *Dnmt3l* KO spermatogonia relative to WT spermatogonia. Box plots show the medians (solid line), the first and third quartiles (bottom and top of the boxes), values of 1.5-fold the interquartile range from the first and third quartiles (whiskers), and outliers (circles). (E) Fold change in L1Md_A RNA expression across the consensus sequence in *Pld6* KO and *Dnmt3l* KO spermatocytes relative to WT spermatocytes. Details are as in Fig 2D. (F) Fold changes in the abundance of piRNAs derived from retrotransposons in *Pld6* KO spermatogonia and *Pld6* KO L/Z spermatocytes relative to their WT counterparts. Error bars indicate the standard deviation. (G) The relationship between the increase in expression of retrotransposons and the decrease in the abundance of the corresponding antisense piRNAs in *Pld6* KO spermatocytes relative to WT spermatocytes. Retrotransposons are grouped according to the degree of decrease in antisense piRNA abundance in *Pld6* KO spermatocytes. The box plot features are as described in Fig 3D. RPM, reads per million reads.

### A posttranscriptional mechanism also plays a role in retrotransposon silencing during meiosis

Despite the importance of DNA methylation during meiosis, it was reported that PIWIL2 regulates L1 at the posttranscriptional level in spermatocytes [37]. In addition, the expression of some retrotransposons, such as IAPA_MM, was increased in *Pld6* KO mutants without a large decrease in DNA methylation (S1 Table). Therefore, we conducted a couple of analyses to examine the contribution of piRNA-guided RNA cleavage to retrotransposon regulation in spermatocytes. First, we mapped the RNA-seq reads obtained from *Pld6* KO spermatocytes to the full-length L1Md_A sequence and found that the increase in expression was highest in the 5′ region (up to 100-fold) (Fig 4E, blue line) and declined toward the 3′ end, resembling the pattern observed in P0 testes (Fig 2D). This suggests that RNA cleavage contributes to silencing, at least partly, in spermatocytes.

Second, we profiled small RNAs in FACS-purified L/Z spermatocytes from P21 WT and *Pld6* KO testes by deep sequencing, and detected a severe loss of piRNAs derived from LINE and LTR elements, but not of those derived from SINE elements, in *Pld6* KO spermatocytes (Fig 4F), which was consistent with our previous data from P10 testes [19]. Importantly, the degree of decrease in piRNA abundance in *Pld6* KO spermatocytes correlated well with the degree of increase in target RNA abundance (Fig 4G), which is consistent with the direct involvement of piRNAs in posttranscriptional silencing.

### Retrotransposon activation disrupts the integrity of the transcriptome

We then examined whether the RefSeq expression profile (transcriptome) is affected by the *Pld6* KO and *Dnmt3l* KO mutations. In *Pld6* KO L/Z spermatocytes, 41 and 32 genes showed increased (>2-fold) and decreased (<1/2) expression, respectively (q-value < 0.05, calculated by Cuffdiff; Fig 5A, S2 Table). In contrast to round spermatids, in which many RefSeq genes are directly regulated by piRNAs antisense to the genes [38], only a weak correlation was observed between the changes in gene expression in *Pld6* KO spermatocytes and the abundance of antisense piRNAs in WT spermatocytes (Fig 5B). Thus, the altered expression did not appear to involve piRNAs against the RefSeq genes themselves. In *Dnmt3l* KO spermatocytes, 442 and 184 genes, respectively, showed increased (>2-fold) and decreased (<1/2) expression (Fig 5C, S2 Table). Thus, 10 times more RefSeq genes were upregulated in *Dnmt3l* KO spermatocytes compared with *Pld6* KO spermatocytes. 

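Promoter methylation was computed from 2 kb upstream to 0.5 kb downstream of the gene start for genes of S2 Table. This table as read breaks off early, so that 1997 genes could be used, a small part of the paper's RefSeq genes. The counts and percentiles below describe this part only. In the spermatogonia libraries, 1785 of these promoters had at least 10 calls in both WT and *Dnmt3l* KO. Genes with increased expression were taken from the RPKM values that S2 Table gives for WT and *Dnmt3l* KO spermatocytes, as those with an increase of more than 2-fold. The rule that the paper's methods give for retrotransposons of low expression was applied to the genes, and no q-values were used, so that the list is not the paper's own list. Among the promoters with enough calls, 59 belonged to increased genes. The level was lower in *Dnmt3l* KO by at least 0.3 in 14 of the 59 (23.7%, 95% interval 14.7% to 36.0%). Among the promoters of the other genes, it was lower by this amount in 600 of 1726 (34.8%). Lists of the same size drawn at random with the same distribution of WT expression had a mean share of 18.3%, and the share of the increased genes was at percentile 88.6 of 10000 such lists. Under the alternatives this percentile was 97.2 with at least 1 call, 69.4 with at least 30 calls, 95.5 for promoters from 0.5 kb upstream to 0.5 kb downstream, 96.7 with RPKM of at least 1 and 52.0 with an increase of more than 3-fold. A decrease of 0.3 is only possible where the WT level is at least 0.3, which was the case for 19 of the 59 promoters (32.2%) and for 774 of the 1726 others (44.8%). The alternative that moved the share most was a Fisher's exact test on the calls of each promoter with Benjamini-Hochberg adjustment in place of the decrease of 0.3, with which 27 of the 59 promoters (45.8%) were lower in *Dnmt3l* KO and the percentile was 81.6. With the plain ratio, genes with RPKM of at least 1 in WT or *Dnmt3l* KO were used. The share was then 23.5% among increased genes and 8.26% among the others, so that the order of the shares was reversed. This setting selects on the outcome, because a gene silent in WT enters only if it is expressed in *Dnmt3l* KO. Of the others left, 12.8% had a WT level of at least 0.3, against 44.8% in the main setting. The reversal and the percentile of 96.7 can therefore come in part from this selection. From the small proportion of upregulated genes with decreased promoter methylation, the paper proposes that the methylation of the genes' own promoters is largely irrelevant.

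**Figure D5:**
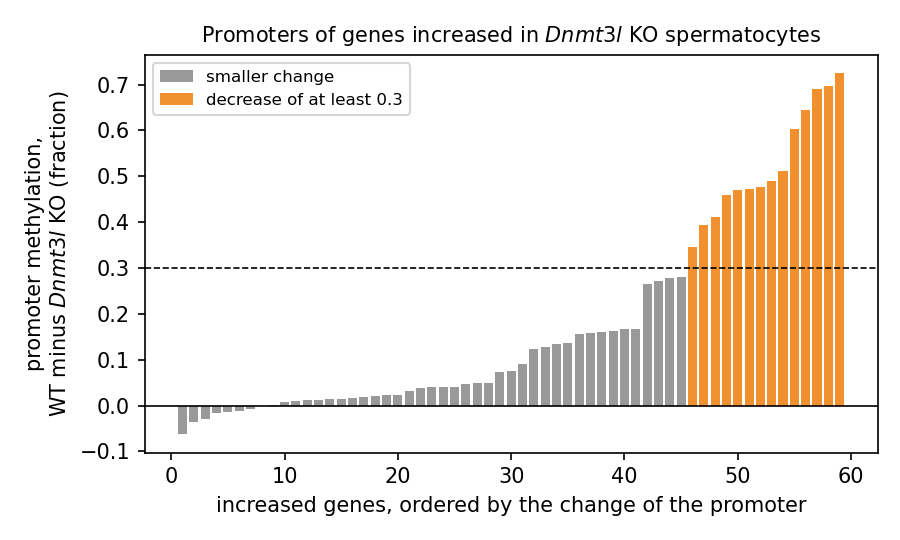
Promoter methylation in spermatogonia, drawn as the WT level minus the *Dnmt3l* KO level (fraction), 1 library each. The 59 promoters are those of genes with increased expression in *Dnmt3l* KO spermatocytes, ordered by this difference. In 14 of them the difference is at least 0.3. The genes come only from the part of S2 Table that could be used.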

Only a small proportion of the upregulated genes exhibited significantly decreased levels of promoter methylation in *Dnmt3l* KO spermatogonia (Fig 5D), suggesting that promoter methylation of the genes themselves is largely irrelevant. In P0 testes, a smaller number of genes were affected compared with that observed in L/Z spermatocytes: 50 and 143 genes were affected (>2-fold and <1/2, q-val < 0.05) in *Pld6* KO and *Dnmt3l* KO mutants, respectively, and antisense piRNAs and promoter methylation seemed irrelevant (S10 Fig).

**Fig 5:**
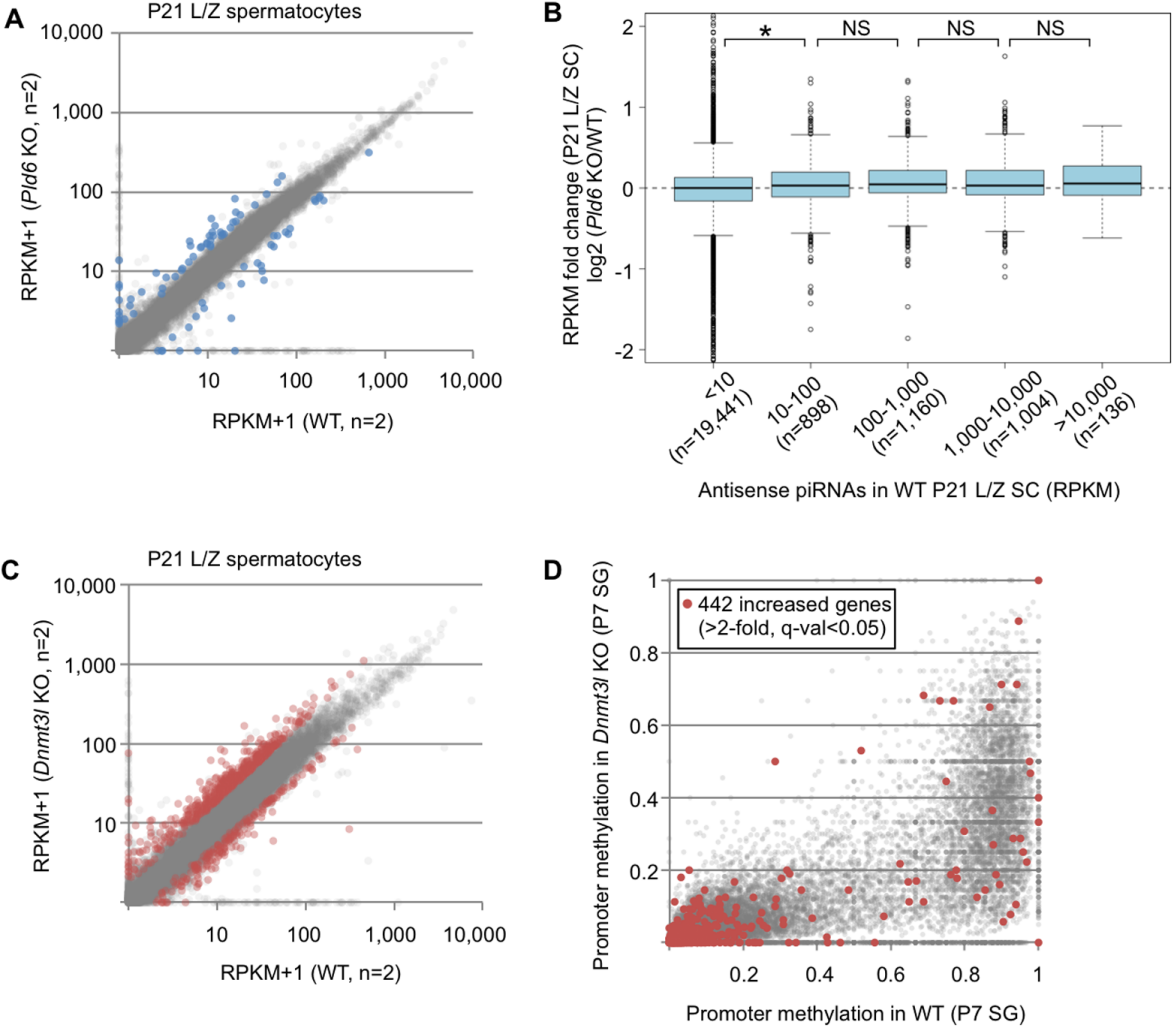
RefSeq gene expression profiles in *Pld6* KO and *Dnmt3l* KO spermatocytes. (A) Expression of protein-coding and noncoding genes (n = 22,771, excluding miRNAs, small nucleolar RNAs, and rRNAs) in *Pld6* KO and WT spermatocytes. Genes showing increased or decreased expression in *Pld6* KO spermatocytes are colored in blue (>2-fold or <1/2, q-value < 0.05). (B) Relationship between the increase in RefSeq gene expression in *Pld6* KO spermatocytes and the abundance of piRNAs antisense to the genes in WT spermatocytes. Genes are grouped according to the abundance of antisense piRNAs (RPM). The box plot features are as described in Fig 3D. An asterisk indicates that the difference is significant (*P* < 0.05, *U* test). NS, not significant. (C) Expression of protein-coding and noncoding genes in *Dnmt3l* KO and WT spermatocytes. Genes showing increased or decreased expression in *Dnmt3l* KO spermatocytes are colored in red (>2-fold or <1/2, q-value < 0.05). (D) Promoter methylation levels in *Dnmt3l* KO and WT spermatogonia. The red spots indicate the promoters of genes showing increased expression in *Dnmt3l* KO spermatocytes (>2-fold, q-value < 0.05).

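Over the 1785 promoters with at least 10 calls in both libraries, the median methylation level was 0.230 in WT and 0.0727 in *Dnmt3l* KO spermatogonia. A WT level under 0.2 was found in 47.2% of the promoters, and a level above 0.6 in 32.8%. For the 59 promoters of increased genes, the medians were 0.125 in WT and 0.0288 in *Dnmt3l* KO. The median depth was 112 calls per promoter in WT and 46 in *Dnmt3l* KO. By Fisher's exact test with Benjamini-Hochberg adjustment, which compares the libraries, 937 of the 1785 promoters were lower and 2 were higher in *Dnmt3l* KO. The levels computed here equalled those in the paper's S2 Table to 3 decimals for 98.7% of promoters in WT, 98.7% in *Pld6* KO and 99.3% in *Dnmt3l* KO.
Among the increased genes with at least 20 calls in both libraries, the largest decrease was at *A1cf* (chromosome 19, plus strand), from 0.869 in WT (61 calls, 95% interval 0.762 to 0.932) to 0.143 in *Dnmt3l* KO (35 calls, 0.0626 to 0.294). The promoter of _2010005H15Rik_ on chromosome 16 went from 0.862 (58 calls) to 0.172 (29 calls), and was at 0.427 in *Pld6* KO. _2310043L19Rik_ on chromosome 1, which Fig 6 of the paper shows, went from 0.780 (50 calls) to 0.176 (34 calls). For _5730480H06Rik_ on chromosome 5 the level was 0.939 in WT (33 calls) and 0.429 in *Dnmt3l* KO (21 calls). _4932443I19Rik_ on chromosome 8 had 0.584 (89 calls) and 0.0952 (42 calls).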

Retrotransposons may provide alternative promoters for neighboring genes, and such fusion transcripts have been observed in *Setdb1* KO ESCs and PGCs [5, 39]. Although we did not find direct evidence for fusion transcripts in our single-end RNA-seq data, *Pld6* KO and D*nmt3l* KO spermatocytes contained derepressed L1, IAP, and MERVK copies whose transcription appeared to extend beyond their 3’ end and reach the nearby RefSeq genes. For example, an ectopic activation of *Tecrl* in both mutants was accompanied by derepression of an L1Md_Gf copy located 35-kb upstream of this gene and the region between them (Fig 6A). Similarly, a MMERVK10C copy appeared to drive its downstream gene in *Dnmt3l* KO spermatocytes, with a lesser effect observed in *Pld6* KO spermatocytes (Fig 6B). We also found that the antisense promoter [40] of a full-length copy of L1Md_T (T_F_-type L1), located in the eighth intron of *Afm* in an antisense orientation, likely drove the transcription of downstream exons in both mutants (Fig 6C). In another example, an intronic IAP copy in *Slc15a2* appeared to drive the transcription of downstream exons in both mutants, but at a much lower level in *Pld6* KO spermatocytes (Fig 6D).

**Fig 6:**
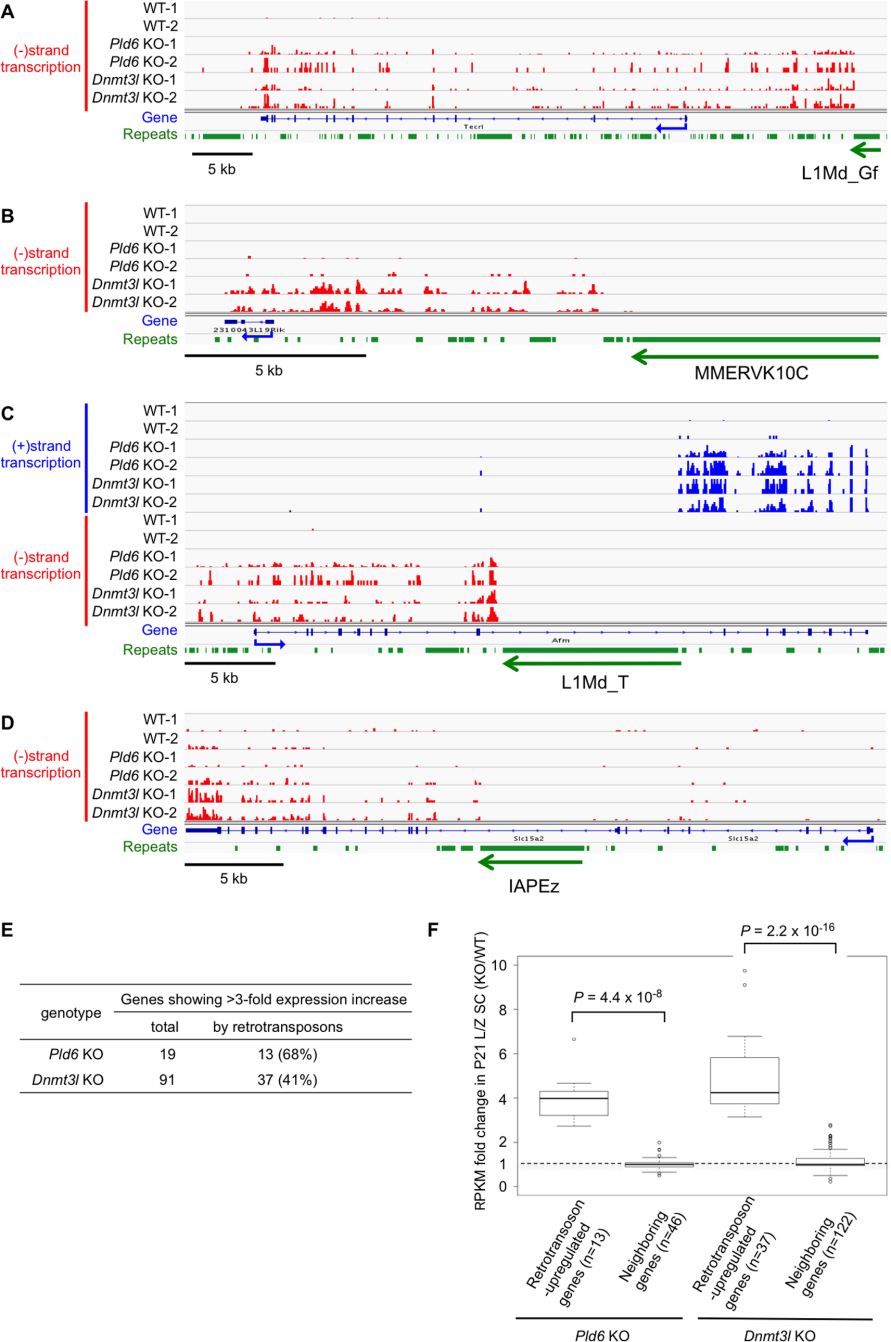
Retrotransposons induce neighboring genes in *Pld6* KO and *Dnmt3l* KO spermatocytes. (A–D) Integrative Genomics Viewer screenshots are shown for *Tecrl* driven by an upstream L1Md_Gf copy (A), *2310043L19Rik* driven by an upstream MMERVK10C copy (B), *Caps2* driven by an intronic (antisense) L1Md_T copy (C), and *Slc15a2* driven by an intronic IAP (D). The y-axis shows the read density: the upper limit corresponds to 1.0 RPM (reads at each nucleotide position per million mapped reads) in all panels. Reads representing plus-strand (blue) and minus-strand (red) transcripts are shown separately. Reads matching repeat regions are removed because of the uncertainty in their origin. KO-1 and -2 and WT-1 and -2 indicate biological replicates. The orientation of the retrotransposon affecting the gene is indicated at the bottom of each panel. (E) Number of genes with a >3-fold increase in expression in *Pld6* KO and *Dnmt3l* KO. See supplementary S3 and S4 Tables for the list of these genes. (F) Expression of retrotransposon-driven genes and neighboring genes (within 100 kb) in *Pld6* and *Dnmt3l* KO spermatocytes. *P* values determined using the *U* test are shown.

Thus, of the 19 genes that exhibited a >3-fold increase in expression in *Pld6* KO spermatocytes, 13 (68%) were accompanied by an activated L1 (11 genes) or RLTR10 (two genes) copy (*P* = 4.4 × 10^−7^, Fisher’s exact test; Fig 6E, S3 Table). Of the 91 genes that exhibited a >3-fold increase in expression in *Dnmt3l* KO spermatocytes, 37 (41%) were accompanied by an activated L1 (23 genes), IAP (seven genes), MERVK10/RLTR10 (six genes), or MMERGLN (one gene) copy (*P* = 2.2 × 10^−16^; Fig 6E, S4 Table). 

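The promoters of genes with an increase of more than 3-fold in *Dnmt3l* KO spermatocytes were examined in the P7 spermatogonia libraries. Which genes make up the paper's 54 is not named in its text, so that the set was taken from S2 Table, as genes with an increase of more than 3-fold that S4 Table does not list. S4 Table gives the genes accompanied by an activated retrotransposon copy. Of the 1997 genes of S2 Table that could be used, 9 such genes had at least 10 calls in both libraries. These 1997 are only a small part of the paper's RefSeq genes, so that the 9 are no recount of the paper's 54. The level was lower in *Dnmt3l* KO by at least 0.3 at 0 of these 9 promoters, for which the upper 95% bound is 29.9%. Only 2 of the 9 had a WT level of at least 0.3, so that a decrease of this size was not possible at the other 7. With at least 1 call per library, it was lower by this amount at 1 promoter. The largest decrease among the 9 was at _4930447C04Rik_ on chromosome 12, from 0.167 in WT (90 calls) to 0 in *Dnmt3l* KO (42 calls). Of the 37 genes listed in S4 Table, 34 could be assigned a strand and 31 of them had at least 10 calls in both libraries, and 13 of the 31 promoters (41.9%, 95% interval 26.4% to 59.2%) were lower by at least 0.3. A WT level of at least 0.3 was found at 15 of the 31. Among the promoters of genes without an increase of more than 2-fold, 600 of 1726 (34.8%) were lower by this amount, a share within that interval. *Slc15a2* went from 0.939 in WT (49 calls) to 0.105 in *Dnmt3l* KO (38 calls), and *Caps2* from 0.763 (38 calls) to 0.188 (32 calls). *Tecrl* had a level of 0.433 in WT (30 calls) and no methylated call among 27 in *Dnmt3l* KO, where the smallest level that 3 calls can show is 0.111. *Afm* had a level of 0.80 in WT (25 calls, 95% interval 0.609 to 0.911) and no methylated call among 3 in *Dnmt3l* KO, for which the upper 95% bound is 0.561.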

Of the remaining 54 genes, nine showed a large decrease (<0.3) in promoter methylation in *Dnmt3l* KO spermatocytes. These results demonstrate that, in spermatocytes, the derepression of retrotransposons disrupts the integrity of the transcriptome by generating fusion transcripts. In contrast, we did not find such fusion transcripts in P0 testes of either mutants, presumably because of the lower levels of derepression of retrotransposons at this stage.

It is possible that the higher expression of the RefSeq genes observed here resulted from regional activation, rather than from the derepression of individual retrotransposons. However, regional activation is unlikely because we did not observe increased expression of the neighboring RefSeq genes (<100 kb) (Fig 6F). We further examined whether the presence or absence of retrotransposons affects the induction of the RefSeq genes using strain hybrids. As some of the retrotransposon copies that drive the nearby genes were absent from the genome of the MSM/Ms strain [41] (S11 Fig), we generated *Pld6* KO and *Dnmt3l* KO mice in the F1 hybrid background (MSM/Ms × C57BL/6J). PolyA(+) RNA-seq analyses of L/Z spermatocytes using single-nucleotide polymorphisms revealed that the RefSeq alleles that are activated in both mutants are almost exclusively of C57BL/6J origin (S11 Fig). These results strongly suggest that the increased gene expression results from the derepression of nearby retrotransposons.

## Discussion

Robust silencing of retrotransposons is most likely achieved by a combination of DNA methylation, histone modifications, and small-RNA-mediated RNA degradation in mammalian cells. Among these mechanisms, DNA methylation is predominant in most cell types [2, 3, 12, 42]. Previous studies suggest that piRNAs guide the de novo methylation of some retrotransposons in prospermatogonia and that the increased expression of retrotransposons in piRNA-deficient germ cells may be caused by the failure in *de novo* methylation [20, 23–25]. However, in these studies, the expression was studied only in postnatal testes at P10 or later, and not in prospermatogonia. The present study showed that the loss of methylation caused by a *Dnmt3l* mutation did not severely affect the expression of any retrotransposons in newborn prospermatogonia, and that the *Pld6* mutation had a greater impact than did the *Dnmt3l* mutation (Fig 2); therefore, it is likely that posttranscriptional silencing is the primary strategy used for retrotransposon silencing in this cell type. In E13.5 PGCs, many retrotransposons are in fact active, but their expression levels decrease in E16.5 prospermatogonia [28], in which *de novo* methylation has not yet been completed (Fig 1B, S4 Fig). Of note, *de novo* methylation is especially delayed in retrotransposon-rich, GC-poor genomic regions at this stage (S2 Fig). Instead, the decline in retrotransposon expression appears to coincide with the accumulation of PIWI proteins and piRNAs [20, 28, 43, 44]. It should be noted that prospermatogonia are mitotically arrested: after the activation of retrotransposons, their RNA can persist without dilution via cell division. Thus, RNA cleavage guided by piRNAs would be beneficial to the host. Mammalian oocytes, which remain in the meiotic prophase for a long period and maintain a low methylation level [7], also use this strategy, and defects in the piRNA system in oocytes cause increased expression of some retrotransposons [45].

In contrast, DNA methylation is more important than RNA cleavage for retrotransposon silencing in spermatocytes. Decreased methylation had a great impact on the silencing of many retrotransposons, even in the presence of an intact piRNA system (Fig 4). It should be noted that the increased expression of specific retrotransposons (i.e., L1 and MMERGLN) observed in *Pld6* KO spermatocytes correlates well with the failure in *de novo* methylation. Similarly, disruption of *Piwil4* (expressed only in the fetal stage) results in a severe decrease in L1Md_Gf methylation and in an increase in its expression in postnatal testes [23]. In contrast, the same mutation does not affect methylation or expression of L1Md_A and IAP [23, 29]. These results indicate that the methylation pattern established in prospermatogonia has a long-term effect on retrotransposon silencing. The observed switch in the relative contribution of the different silencing mechanisms during germ cell development seems reasonable because methylation can be more easily maintained in postreplicative meiotic cells, despite the presence of dynamic histone modification changes and replacements. However, we note that piRNA-guided RNA cleavage did play a role in spermatocytes, which was consistent with previous work [37].

It should be noted that the ETn, MusD, and MERVL families, the transcriptional competence of which has been demonstrated in other cells [46–48], are not activated strongly in either *Pld6* KO or *Dnmt3l* KO mutants. Therefore, other mechanisms should compensate for the lack of piRNAs or DNA methylation. H3K9me3 is a likely candidate, because KO mutations of *Setdb1*, an enzyme that is responsible for this modification, increase the expression of some LTR elements, including the IAP, MMERVK10C, and ETn families, in ESCs and PGCs [4, 49]. In contrast, a role for H3K9me2 in this process is unlikely as its level is very low in PGCs and undifferentiated spermatogonia [50, 51]. Another candidate is H4R3me2, because a KO mutation of its responsible enzyme, PRMT5, leads to the activation of retrotransposons in PGCs [52]. However, PRMT5 has a large number of targets for arginine methylation, including PIWIL4, PIWIL2, and TRIM28/KAP1 [53]; thus, the manner via which this enzyme contributes to retrotransposon silencing needs to be clarified. In addition to the repressive chromatin modifications and the piRNA system, specific transcriptional activators and/or repressors may be involved here. For example, the L1 family can be repressed by ZBTB16/PLZF and SOX2 and activated by LEF1 [54–56]. ZBTB16, a factor involved in L1 silencing in testes [55], is expressed in prospermatogonia and undifferentiated spermatogonia, but not in spermatocytes [57], suggesting that a combinatorial loss of this repressor and methylation may allow L1 expression in spermatocytes. Expression of SOX2 is high in PGCs, but very low in E15.5 prospermatogonia [58], and its role in retrotransposon silencing in germ cells remains to be explored.

Finally, the derepression or activation of retrotransposons affected RefSeq genes in *Pld6* KO and/or *Dnmt3l* KO spermatocytes, thus disrupting the integrity of the transcriptome (Fig 6). The L1 family is the most predominant retrotransposon species that affected nearby genes. In particular, the antisense promoter of L1Md_T [40] often drives fusion transcripts in the mutant spermatocytes. Our results indicate that transcriptional silencing of retrotransposons is important for the maintenance of not only genomic integrity, but also transcriptomic integrity in meiotic male germ cells.

In conclusion, our results indicate that the combinatorial use of the piRNA system and DNA methylation effectively counteracts retrotransposon activities in developing male germ cells. In prospermatogonia, piRNA-guided *de novo* DNA methylation occurs only in a small subset of retrotransposons, and piRNA-guided RNA cleavage is the major mechanism underlying retrotransposon silencing. In spermatocytes, however, although piRNA-guided RNA cleavage also plays a role, transcriptional silencing by DNA methylation becomes far more important. Thus, there is a shift in the relative contribution of transcriptional and posttranscriptional mechanisms to retrotransposon silencing along with the dynamic epigenome changes during male germ cell development.

## Materials and methods

### Mice

*Pld6* KO and *Dnmt3l* KO mice were described previously [19, 59]. These mutant lines were backcrossed to C57BL/6J for more than 12 generations. To obtain mutant mice of the (MSM/Ms × C57BL/6J) F1 background, we crossed heterozygous mice with MSM/Ms mice for six generations, followed by crossing with heterozygous mice of the C57BL/6J background. The animal experiments were conducted according to Japanese Act on Welfare and Management of Animals, Guidelines for Proper Conduct of Animal Experiments (published by Science Council of Japan), Fundamental Guidelines for Proper Conduct of Animal Experiment and Related Activities in Academic Research Institutions (published by Ministry of Education, Culture, Sports, Science and Technology, Japan), Regulation for Animal Experiments at Kyushu University, and Regulation for Animal Experiments at Nagoya University. The protocols have been approved by Animal Experiments Committee in Kyushu University (A26-010-3) and Nagoya University (2016070501, 2017030268).

### Germ cell preparation

Spermatogonia were isolated from P7 testes by FACS, using a FACSAria II instrument (BD Biosciences), an anti-EpCAM antibody, and a secondary antibody labeled with Alexa Fluor 488, as described previously [27]. The high purity of cell preparations was validated by measuring the DNA methylation level at the *Lit1* differentially methylated region (S12 Fig), which should be unmethylated in male germ cells and 50% methylated in somatic cells. Spermatogonia, spermatocytes, and round spermatids were isolated from P21 testes by FACS, as described previously [60]. The differentiation stages of the collected cells were confirmed by immunostaining with anti-SYCP3 and anti-γ-H2AX antibodies.

### Whole-genome bisulfite shotgun sequencing

Genomic DNA (60–130 ng) was prepared from P7 spermatogonia (about 15,000 cells) using the standard procedure involving proteinase K digestion, phenol/chloroform extraction, and ethanol precipitation. Libraries for whole-genome bisulfite shotgun sequencing were prepared using the post-bisulfite adaptor tagging method [61]. Single-end 100-bp sequencing was performed using HiSeq2500 (Illumina). The software used to generate bcl files included RTA 1.71.21.3 and HCS 2.0.12.0. 

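When the calls of each library are divided by the 21867550 CpG sites of the nuclear chromosomes, the mean is 2.00 calls per CpG site in WT, 2.92 in *Pld6* KO and 0.879 in *Dnmt3l* KO. Sites with at least 3 calls made up 45.8% of the listed sites in WT, 60.7% in *Pld6* KO and 18.5% in *Dnmt3l* KO. Every site is listed at its plus strand position, and the paper's text does not state whether the calls of both strands were merged.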

Approximately 130–150 million reads were obtained for each sample, with an average sequencing depth of about 1.7. After removing the first 6 nt, last 15 nt, and any additional low-quality stretches (Q score < 30), Bismark [62] was used with default parameters for the analysis of methylation in unique regions of the mouse genome (mm10). The mapping efficiency of the datasets was 54.1%–69.9% and the bisulfite conversion rate of the samples was 99.2%–99.3%. Biological replicates for each category ([WT] n = 3, *Pld6*^+/+^, *Pld6*^*+/-*^, and *Dnmt3l*^*+/-*^ mice; [Pld6 KO] n = 2; [Dnmt3l KO] n = 2) showed highly concordant DNA methylation patterns (R = 0.94 to 0.97). To analyze methylation at retrotransposons specific to the genus *Mus*, the consensus sequences listed in the RepeatMasker library were downloaded from RepBase [63]. The retrotransposon sequences and sequencing reads were appropriately processed, and mapping was performed using Bowtie2 [64] with the default parameters. The output files were used to determine the methylation statuses of individual CpG sites. The published whole-genome bisulfite shotgun sequencing data for E13.5 PGCs and E16.5 prospermatogonia [32], *Piwil2* KO spermatogonia [28], and *Pwil4* KO spermatogonia [29] were downloaded from the DDBJ Sequence Read Archive (http://trace.ddbj.nig.ac.jp/dra/index.html).

### polyA(+) RNA-seq, small RNA-seq and 5'-RACE-seq analyses

Total RNA was isolated from P0 testes and FACS-purified P21 germ cells by acid/phenol extraction using Isogen (Nippon Gene).

The libraries for polyA(+) RNA-seq were prepared from 2 μg (P0 testes) or 20 ng (L/Z spermatocytes) of total RNAs (RIN score > 9) using the TruSeq stranded mRNA LT Sample Prep kit (Illumina), and were sequenced using HiSeq1500 in a rapid mode. The sequencing runs were 100-bp paired-end for P0 testes (15–40 million read pairs per sample) and 50-bp single-end for L/Z spermatocytes (9–21 million reads per sample). TopHat2 and Cuffdiff [65, 66] were used for gene expression analysis. The mapping efficiency was 90%–98%. To analyze retrotransposon expression, reads were mapped to a list of retrotransposon consensus sequences by Bowtie2 using the following options: -L 10, -a, -D 20, -R 20, and -i S,1,1.15. For reads that showed the best mapping score with more than one retrotransposon, the read counts were divided by the number of the corresponding retrotransposons, to calculate reads per kilobases per million mapped reads (RPKM). For retrotransposons showing very low expression in the WT control (RPKM^WT^ <1), the fold change was calculated by adding an identical number to both the numerator and denominator of RPKM^KO^/RPKM^WT^, so that the denominator became 1. This alleviated possible experimental fluctuations in fold change calculated using low RPKMs. For P0 testes, we used the first 50-bp sequences of the first read of the 100-bp paired-end reads.

Small RNA-seq libraries were prepared from 400–600 ng of total RNA from P0 testes using NEBNext small RNA kit (New England Biolabs). Small RNA-seq libraries for spermatogonia and L/Z spermatocytes were prepared from 6–42 ng of total RNAs (24,000–150,000 cells) using the TruSeq Small RNA Sample Prep kit (Illumina). These libraries were sequenced using HiSeq1500 in a rapid mode for 50-bp single-end runs (yielding 14–62 million reads per sample). Reads corresponding to abundant noncoding RNA sequences, such as rRNAs and tRNAs, and miRNAs were removed using SeqMap [67], and the remaining reads with a length of 24–33 nt were then mapped to the retrotransposon consensus sequences that were used for the mRNA analysis by SeqMap, allowing two mismatches. For reads showing the least mismatches with more than one retrotransposon, the read counts were divided by the number of the corresponding retrotransposons, to calculate reads per million reads (RPM).

5'-RACE-seq libraries were prepared from 700 ng of total RNA from P0 testes as described previously [35, 36] with some modifications. After removal of rRNAs using Ribo-zero Gold H/M/R kit (Illumina), an RNA adaptor (5'- GUUCAGAGUUCUACAGUCCGACGAUC-3'; SR adaptor) was ligated to RNAs using NEBNext small RNA kit. The ligated RNAs were used as a template for reverse transcription with random primers (5'-AGACGTGTGCTCTTCCGATCTNNNNNN-3'). Resulting cDNAs were amplified by PCR using NEBNext small RNA kit, and DNA fragments of 250–400 bp were purified from an agarose gel. The libraries were sequenced using HiSeq1500 in a rapid mode for 50-bp single-end runs. After removing the adaptor sequence and low quality bases, the reads were mapped to the retrotransposon consensus sequences by bowtie2 and to the mouse genome (mm10) by TopHat2.

### Nascent RNA analysis

Testes collected at P0 were treated with 0.125% trypsin and 0.5 mM EDTA to obtain cell suspensions. After washing with phosphate-buffered saline supplemented with 10% fetal bovine serum, the cells were incubated in DMEM supplemented with 10% fetal bovine serum and 0.5 mM ethynyl uridine for 30 min at 32°C using the Click-iT Nascent RNA Capture Kit (Life Technologies). The treated cells were harvested and RNA was extracted immediately using Isogen. Ethynyl uridine-labeled nascent RNAs were purified according to the manufacturer’s instructions. cDNA was synthesized on beads using the PrimeScript RT reagent Kit with gDNA Eraser (Takara Bio), and analyzed by real-time PCR using primers specific for each retrotransposon (S5 Table).

### Data availability

The deep-sequencing data have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE70891.

## Supporting information

S1 Fig Global DNA methylation levels in *Pld6* KO and *Dnmt3l* KO germ cells. Distribution of average DNA methylation levels in 100-kb genomic windows for WT PGCs at E13.5 (A), WT prospermatogonia at E16.5 (B), and WT (C), *Pld6* KO (D), and *Dnmt3l* KO (E) spermatogonia at P7. 

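In the 25327 windows of 100 kb with at least 100 calls in each library, the WT level had a median of 0.761 and lay between 0.518 and 0.894 in the windows from the 5th to the 95th percentile. For *Pld6* KO the median was 0.759, with 0.524 and 0.883 at the same percentiles. The *Dnmt3l* KO level had a median of 0.269 and lay between 0.101 and 0.482. A level above 0.5 was found in 96.0% of windows in WT, in 96.1% in *Pld6* KO and in 3.62% in *Dnmt3l* KO. The median number of calls per window was 1350 in WT, 1951 in *Pld6* KO and 619 in *Dnmt3l* KO. The E13.5 and E16.5 samples were not analysed here.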

Methylation data for E13.5 and E16.5 were obtained from Kobayashi *et al*. 2013 [32].
(PNG) Click here for additional data file.

S2 Fig DNA methylation profiles in *Pld6* KO and *Dnmt3l* KO germ cells. 

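Across the 25327 windows of 100 kb, Pearson's R between GC content and the methylation level was -0.108 in WT (95% interval -0.158 to -0.0592 from resampling whole chromosomes), 0.0607 in *Pld6* KO (0.00236 to 0.115) and 0.585 in *Dnmt3l* KO (0.554 to 0.607). Windows are not independent replicates. In *Dnmt3l* KO, the mean level rose from 0.160 ± 0.0678 (SD over windows) in the group of windows with the lowest GC content, 1 of 10 groups of similar size, to 0.367 ± 0.105 in the group with the highest. The means of WT in these groups were 0.725 ± 0.102 and 0.691 ± 0.136, and those of *Pld6* KO were 0.699 ± 0.116 and 0.721 ± 0.116. With at least 500 calls per window, R was -0.162 in WT, -0.106 in *Pld6* KO and 0.302 in *Dnmt3l* KO, so that the sign for *Pld6* KO changed.

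**Figure D6:**
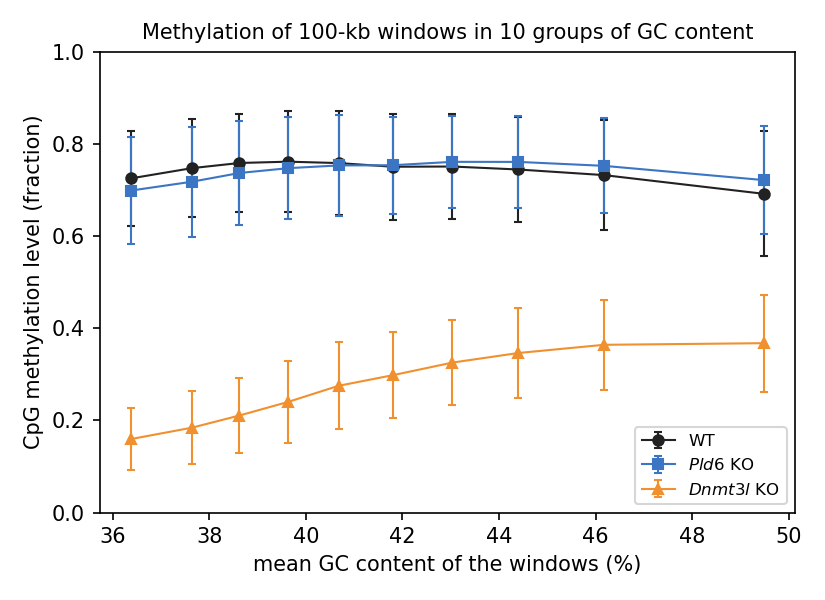
CpG methylation level (fraction) of 100 kb windows in 10 groups by GC content, as mean ± SD over windows, for WT, *Pld6* KO and *Dnmt3l* KO spermatogonia, 1 library each. The *Dnmt3l* KO mean rises from 0.160 to 0.367 with GC content, and the WT and *Pld6* KO means stay between 0.691 and 0.761.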

DNA methylation levels in FACS-purified WT (A), *Pld6* KO (B), and *Dnmt3l* KO (C) spermatogonia at P7 and WT prospermatogonia at E16.5 (D) and their relationship with GC content. 

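On chromosome 1, 1923 windows of 100 kb had at least 100 calls in each library. Their mean level was 0.752 ± 0.107 (SD over windows) in WT, 0.747 ± 0.106 in *Pld6* KO and 0.270 ± 0.115 in *Dnmt3l* KO. Pearson's R across these windows, which are not independent replicates, was 0.911 between WT and *Pld6* KO, 0.503 between WT and *Dnmt3l* KO and 0.648 between *Pld6* KO and *Dnmt3l* KO.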

(E) DNA methylation profiles along chromosome 1 at the indicated stages. All analyses were performed in 100 kb windows. Methylation data for E13.5 and E16.5 were obtained from Kobayashi *et al*. 2013 [32].
(PNG) Click here for additional data file.

S3 Fig Bisulfite-PCR analysis of retrotransposons in *Pld6* KO and *Dnmt3l* KO spermatogonia. The methylation statuses of selected retrotransposons in P7 spermatogonia are shown (A–H). The PCR primers are listed in S6 Table. The numbers in parentheses indicate methylation levels. Methylated and unmethylated CpG sites are represented by closed and open circles, respectively. Each row represents a single clone.
(PNG) Click here for additional data file.

S4 Fig *De novo* methylation of retrotransposons in E16.5 prospermatogonia and P7 spermatogonia. The extent of *de novo* methylation at individual retrotransposons is compared between WT E16.5 prospermatogonia and *Dnmt3l* KO P7 spermatogonia (orange) and between WT E16.5 prospermatogonia and WT P7 spermatogonia (gray). The methylation levels in E13.5 PGCs were subtracted from those in E16.5 prospermatogonia and P7 spermatogonia. The data for E16.5 prospermatogonia were from Kobayashi *et al*. 2013 [32]. In *Dnmt3l* KO spermatogonia, each retrotransposon shows a methylation level that is very similar to that observed in WT E16.5 prospermatogonia (*R* = 0.81), which is consistent with the findings in unique sequence regions (see Fig 1D).
(PNG) Click here for additional data file.

S5 Fig Comparison of the effects of the *Pld6* KO mutation with those of the *Piwil2* KO and *Piwil4* KO mutations. (A,B) Comparison of the extent of *de novo* methylation at individual retrotransposons between *Pld6* KO and *Piwil2* KO germ cells (A) and between *Pld6* KO and *Piwil4* KO germ cells (B). The data for the *Piwil2* KO and *Piwil4* KO germ cells were from Molaro *et al*. 2014 [28] and Manakov *et al*. 2015 [29]. The dashed line denotes the y = x slope. (C,D) Comparison of fold increases in retrotransposon expression in *Pld6* KO L/Z spermatocytes with those in P10 testes of *Piwil2* KO mutants (C) and *Piwil4* KO mutants (D). The expression data of *Piwil4* and *Piwil2* were from Manakov *et al*. 2015 [29]. Note that P10 testes are composed mainly of somatic cells and spermatogonia, and spermatocytes are a minor population. We also note that the *Piwil4* KO and *Piwil2* KO sequencing reads could not determine the transcribed strand, so the expression levels calculated were the sum of sense and antisense RNAs.
(PNG) Click here for additional data file.

S6 Fig L1 RNA expression analysis for P0 testes by qRT-PCR. Total RNA was reverse transcribed with random primer, and cDNA levels were determined by quantitative PCR for L1Md_A regions in *Pld6* KO (left, blue) and *Dnmt3l* KO (right, orange) testes. The *ActB* mRNA level was used as an internal control. The numbers indicate L1 regions as shown in Fig 2E and 2F.
(PNG) Click here for additional data file.

S7 Fig Expression of individual retrotransposons in double KO testes. Fold changes in the expression of individual retrotransposons are compared between *Pld6* KO and double KO testes (A) and between *Dnmt3l* KO and double KO testes (B). Spots numbered 1–8 are as in Fig 2A. DKO, double KO.
(PNG) Click here for additional data file.

S8 Fig Relationship between retrotransposon derepression in *Pld6* KO and *Dnmt3l* KO testes (P0), piRNA abundance (P0), and decrease in methylation (P7). (A) Length profiles of small RNAs present in P0 testes of WT (black) and *Pld6* KO (light blue) mice. (B) The averages for expression levels of retrotransposon piRNA (24- to 33-nt RNAs) in *Pld6* KO testes relative to those in WT testes. The error bar represents standard deviation. (C) Relationship between the increase in mRNA level and decrease in antisense piRNAs in *Pld6* KO testes at P0. Retrotransposons are grouped according to the extent of the decrease in antisense piRNAs. The box plot features are as described in Fig 4D. The asterisk indicates significant differences between groups (*P* < 0.05, *U* test). NS, not significant. (D) Relationship between the increase in expression in *Dnmt3l* KO newborn testes and the decrease in methylation in *Dnmt3l* KO P7 spermatogonia. Retrotransposons are grouped according to the extent of the decrease in methylation in *Dnmt3l* KO spermatogonia compared with WT spermatogonia.
(PNG) Click here for additional data file.

S9 Fig FACS profiles of postnatal germ cells. Representative FACS profiles are shown for the germ cells from WT (A), *Pld6* KO (B), and *Dnmt3l* KO (C) P21 testes. Cell suspensions were stained with Hoechst-33342 and analyzed as described previously (Gaysinskaya *et al*. 2014 [60]). SG, spermatogonia (green); preL, preleptotene (red); L/Z, leptotene/zygotene (purple); P/D, pachytene/diplotene (green); MII, metaphase II (light blue); RS, round spermatid (blue).
(PNG) Click here for additional data file.

S10 Fig RefSeq gene expression profiles in *Pld6* KO and *Dnmt3l* KO newborn testes. (A) Expression of protein-coding and noncoding genes in Pld6 KO and WT newborn testes. Genes showing increased or decreased expression in *Pld6* KO testes are colored in blue (>2-fold or <1/2, q-value < 0.05). (B) Relationship between the increase in gene expression and the decrease of antisense piRNAs in *Pld6* KO testes at P0. Genes are grouped according to the extent of the decrease in antisense piRNAs. The box plot features are as in Fig 4D. (C) Expression of protein-coding and noncoding genes in *Dnmt3l* KO and WT newborn testes. Genes showing increased or decreased expression in *Dnmt3l* KO testes are colored in red (>2-fold or <1/2, q-value < 0.05). (D) Promoter methylation levels in *Dnmt3l* KO and WT spermatogonia. The red spots indicate the promoters of genes showing increased expression in *Dnmt3l* KO newborn testes (>2-fold, q-value < 0.05).
(PNG) Click here for additional data file.

S11 Fig Allelic expression of RefSeq genes with a strain-specific retrotransposon insertion in *Pld6* KO and *Dnmt3l* KO spermatocytes. Allelic expression was examined by polyA(+) RNA sequencing in P21 L/Z spermatocytes from F1 hybrid mice (MSM/Ms × C57BL/6J) using single-nucleotide polymorphisms. In all genes analyzed, the nearby retrotransposon is absent in the MSM/Ms genome. The determined allelic ratios are shown as pie charts (blue, C57BL/6J; red, MSM/Ms). *ActB* is a control gene without retrotransposon insertion/deletion, showing almost 1:1 allelic ratios in WT, *Pld6* KO, and *Dnmt3l* KO spermatocytes. B6, C57BL/6J; MSM, MSM/Ms.
(PNG) Click here for additional data file.

S12 Fig Bisulfite-PCR analysis of the *Lit1* differentially methylated region. The methylation statuses of the *Lit1* differentially methylated region in WT and *Pld6* and *Dnmt3l* KO spermatogonia are shown. It is known that the region is unmethylated in male germ cells and 50% methylated in somatic cells; thus, its methylation status is used as an indicator of somatic cell contamination in male germ cell preparations. Details are as in S3 Fig. The number of methylated clones and total clones is indicated in parentheses.
(PNG) Click here for additional data file.

S1 Table Methylation, expression, and piRNA abundance of retrotransposons. (XLSX) Click here for additional data file.

S2 Table CpG density, methylation, and expression of RefSeq genes. (XLSX) Click here for additional data file.

S3 Table Genes upregulated by neighboring retrotransposons in *Pld6* KO LZ spermatocytes. (XLSX) Click here for additional data file.

S4 Table Genes upregulated by neighboring retrotransposons in *Dnmt3l* KO LZ spermatocytes. (XLSX) Click here for additional data file.

S5 Table PCR primer sequences used in quantitative PCR analysis shown in Fig 2E, 2F and S6 Fig. (XLSX) Click here for additional data file.

S6 Table PCR primer sequences used in bisulfite-PCR analysis shown in S3 Fig. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

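Whole-genome bisulfite shotgun sequencing of spermatogonia at P7 was analysed for WT, *Pld6* KO and *Dnmt3l* KO, with 1 deposited file per genotype, labelled as replicate 1 and taken as 1 library. The authors prepared the libraries by post-bisulfite adaptor tagging, trimmed the reads, removed stretches of low quality and mapped the reads with Bismark to mm10. For each CpG site the authors deposited the counts of methylated and of unmethylated calls, and the methylation level as a fraction, which is the methylated calls divided by all calls at the site. No removal of duplicate reads and no coverage filter is stated in the paper's text. The fraction equalled the ratio of the counts at every site. Every site that lies on a chromosome of GRCm38, the assembly that mm10 names, was at the C of a CG of the reference. Sites on unplaced sequences were kept in the pooled level of a library and left out of everything that needs a position. These were 7798 sites in WT, 9024 in *Pld6* KO and 5817 in *Dnmt3l* KO.

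The libraries held 43757722 calls in WT, 64076569 in *Pld6* KO and 19289688 in *Dnmt3l* KO, which is 2.00, 2.92 and 0.879 calls per CpG site of the nuclear chromosomes. A level was computed as the methylated calls divided by all calls, pooled over the sites of a region. Its precision was given as a 95% Wilson interval. For a region without methylated calls, a bound was given as the smallest level that 3 calls can show (*Tecrl*) or as the upper Wilson bound (*Afm*). The intervals and bounds cover counting error only. No test between genotypes was made, because 1 library for each was analysed. Fisher's exact tests on calls are two-sided and compare the libraries. These tests and the intervals treat calls as independent, although calls of the same read are linked. The p-values can therefore be too small and the intervals too narrow. A difference between genotypes cannot be told apart from a difference between libraries in these data.

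For the relation to GC content, the genome was divided into non-overlapping windows of 100 kb, and windows with at least 100 calls in each library were used. GC content was taken from the reference sequence. Intervals of correlations came from resampling whole chromosomes 1000 times. Promoters were taken from 2 kb upstream to 0.5 kb downstream of the gene start in S2 Table or S4 Table, or of the RefSeq annotation for *Pld6* and *Dnmt3l*, and needed at least 10 calls in both WT and *Dnmt3l* KO. S2 Table as read breaks off early, and 1997 genes could be used. They are only a small part of the paper's RefSeq genes, and the increased ones run from names with digits to *Adm*. The promoter counts describe this part only. Increased genes were those with more than 2-fold the WT RPKM in *Dnmt3l* KO spermatocytes in S2 Table. Where the WT RPKM was under 1, the rule that the methods give for retrotransposons was applied, which adds the same number to both values so that the WT value becomes 1. The table as read gives no q-values, so that none were used. The share of decreased promoters was placed among 10000 random lists matched in 10 bins of WT expression.

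Retrotransposon copies were located by blastn with the amplicon sequences of S6 Table, in which the converted bases were put back. Matches of at least 90% identity over at least 90% of the amplicon were kept. The sequence of RLTR1B-MMERGLN_I was shortened to 399 bp. Imprinted genes were examined within 500 bp of the annotated start, and the region from 2 to 4 kb upstream of *H19* as a paternally methylated one. Germline genes were listed by name before their methylation was examined.

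Most genes named in the text were set by a rule before the data were examined. These are the genes the paper names in Fig 6 or the text on it (*Tecrl*, _2310043L19Rik_, *Afm*, *Caps2* and *Slc15a2*), *Pld6*, *Dnmt3l*, the listed imprinted genes, and the 5 increased genes with the largest promoter decrease in *Dnmt3l* KO among those with at least 20 calls in both libraries. _4930447C04Rik_ is named in addition as the largest decrease of its list. Of the 12 germline genes listed beforehand, 9 are named in the closing section after their values were seen, namely the 4 that were lower in *Pld6* KO than in WT and the 5 higher ones with the smallest p.

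The alternatives changed the coverage minimum or maximum, the chromosomes, the pooling of calls, the size of windows, the width of promoters, the threshold for a decrease, the fold increase, the identity and extent of matches, and the distance from the start of imprinted genes. The closing section gives their effect.

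The methods were tested on simulated data. With calls simulated as independent, a level of 0.6 was recovered as 0.600, and 95.5% of the 95% intervals held it. A simulated Pearson's R of -0.6 was recovered as -0.599, and 92% of the intervals from chromosome resampling held it in 50 rounds, so that these intervals may be slightly too narrow. Of the promoters simulated with a decrease, 98% were found by the decrease of 0.3 and 93.5% by Fisher's exact test. Their simulated WT levels were all high enough for a decrease of 0.3, and the simulated decrease was larger than 0.3. The real promoters had a median WT level of 0.230, so that these shares do not give the sensitivity there. The mean percentile of lists drawn at random was 49.6 over 1000 lists. The number of lists was raised to 1000, with new seeds, after a first run with fewer lists had given a mean further from 50. All 40 simulated copies of at least 90% identity were found.

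The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and blastn 2.17.0. RNA sequencing, small RNA sequencing, and the E13.5 and E16.5 samples were not analysed here. The *de novo* gain from E13.5 that the paper reports for retrotransposons was therefore not computed.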

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

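The paper does not report on the mitochondrial chromosome or on the satellite stretch of chromosome 2, and both carried methylated calls well above the smallest level that the depth can show. The test of errors that do not depend on the genotype, described next, was chosen only after the result was seen.

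On the mitochondrial chromosome, 214 of 287 CpG sites had calls in the 3 libraries. The methylation level was 0.354 in WT, 0.383 in *Pld6* KO and 0.321 in *Dnmt3l* KO, with 144, 213 and 61.0 calls per site. The smallest level that 3 calls can show was 9.74e-05 in WT. Site by site, the levels were correlated between the libraries (R = 0.908 between WT and *Pld6* KO, across 200 sites that are not independent replicates). Reads of nuclear copies of mitochondrial DNA are a candidate explanation. Nuclear sequences match 65.2% of the mitochondrial chromosome, and the level in WT was 0.384 at sites with such a match and 0.326 at the others. At the sites with a match, however, the *Dnmt3l* KO level was 0.915 of the WT level, whereas the nuclear genome kept 0.428. Calls of nuclear origin would have fallen as the nuclear level did, so that nuclear copies do not account for most of the calls. The first version of this test compared the WT level at sites without a match, and it was replaced, after that value was seen, by the share left in *Dnmt3l* KO that had been set out in advance; both lead to the same reading. Over all sites, the *Dnmt3l* KO level was 0.908 of the WT level. A level that depends this little on *Dnmt3l* may come from cytosines left unconverted by the bisulfite treatment or from other errors of the assay, and it cannot be told apart from a methylation that does not need *Dnmt3l*. The paper's methods give a high conversion rate for these samples, which was not recomputed here, so that incomplete conversion would have to be specific to this chromosome.

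In a stretch of 10 kb on chromosome 2, 81 CpG sites held 4.83% of all calls in WT, 84 sites held 4.23% in *Pld6* KO and 68 sites held 4.42% in *Dnmt3l* KO. The deepest site, at position 98667149, had 234067 calls in WT. The level in the stretch was 0.391 in WT, 0.430 in *Pld6* KO and 0.146 in *Dnmt3l* KO. This depth suggests that reads of many repeated copies were placed in the stretch; that was not tested, but its weight was. Without the stretch, the overall level was 0.718 in WT, 0.735 in *Pld6* KO and 0.308 in *Dnmt3l* KO. The WT level minus the *Pld6* KO level was then -0.0165 in place of -0.0194, so that the stretch does not account for this difference. No biological explanation was tested for the stretch.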

How the results depend on the processing

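The main settings and most alternatives were set before the data were examined. Leaving out the satellite stretch of chromosome 2, the starts of every curated transcript, the imprinted starts without *Impact* and *Snrpn*, the correlation in 10 kb windows with at least 20 calls, and the alternatives for genes outside S4 Table were chosen after seeing the data. No paired analysis was possible because 1 library per genotype was analysed. A value counts as moved when it left the 95% interval of the main value, and a count when it changed by more than a factor of 1.5. The 45 results that answer a comparison were given 158 alternative values, of which 72 stayed and 86 moved, 50 to a higher and 36 to a lower value. For single genes and regions, 10 of 74 alternative values moved, 1 to a higher and 9 to a lower value. The intervals of the overall levels are so narrow that each alternative left them. Unless stated otherwise, the cause was not tested.

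The overall levels are given in the order WT, *Pld6* KO, *Dnmt3l* KO, followed by WT minus *Pld6* KO and WT minus *Dnmt3l* KO. On autosomes only they were 0.704, 0.724, 0.303, -0.0200 and 0.401. At sites with at least 3 calls they were 0.685, 0.723, 0.268, -0.0382 and 0.417, and at sites covered in the 3 libraries 0.687, 0.709, 0.303, -0.0221 and 0.384. Sites with at most 20 calls gave 0.726, 0.742, 0.311, -0.0161 and 0.415, and leaving out the satellite stretch 0.718, 0.735, 0.308, -0.0165 and 0.411. With the mean of site levels they were 0.740, 0.730, 0.321, 0.0102 and 0.420, so that WT minus *Pld6* KO changed its sign. WT minus *Dnmt3l* KO stayed positive under these 6 alternatives, from 0.384 to 0.420.

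For the correlation of the WT minus KO difference with GC content, R for *Pld6* KO and *Dnmt3l* KO was -0.0397 and -0.227 with 10 kb windows of at least 100 calls, -0.127 and -0.479 with 10 kb windows of at least 20 calls, -0.631 and -0.809 with 1 Mb windows, -0.256 and -0.510 with at least 500 calls per window, and -0.346 and -0.698 with the mean of site levels. It stayed negative in each case, and within the interval on autosomes only and with Spearman's coefficient. R of the level itself in WT, *Pld6* KO and *Dnmt3l* KO was -0.0239, -0.0157 and 0.164 with 10 kb windows and -0.162, -0.106 and 0.302 with at least 500 calls, so that the sign for *Pld6* KO changed with at least 500 calls. With 10 kb windows its interval of -0.0482 to 0.0143 includes 0. The share of windows with a decrease of at least 0.3 in *Pld6* KO and *Dnmt3l* KO was 1.23% and 85.8% with 10 kb windows of at least 20 calls, 0% and 84.5% with at least 500 calls, and 0% and 91.2% with the mean of site levels.

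Of the promoters of increased genes, 6 (14.0%) were decreased with at least 30 calls, 9 with promoters from 0.5 kb upstream to 0.5 kb downstream, 2 with an increase of more than 3-fold, and 27 (45.8%) by Fisher's exact test. Against random lists with the same WT expression, the percentile of the share was 88.6 in the main setting and ran from 52.0 with more than 3-fold to 97.2 with at least 1 call. Outside S4 Table, 1 promoter was decreased with at least 1 call, where the main count was 0. The share of promoters whose level equalled that of S2 Table to 3 decimals fell to 4.97% in WT, 3.12% in *Pld6* KO and 18.1% in *Dnmt3l* KO with the mean of site levels, which shows that the table's values are pooled calls.

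For retrotransposon copies of at least 95% identity, the level was 0.875, 0.238 and 0.103 for L1Md_A and 0.905, 0.469 and 0.0290 for RLTRETN_Mm in WT, *Pld6* KO and *Dnmt3l* KO. It was 0.814 in WT and 0.312 in *Dnmt3l* KO for IAPLTR1_MM, 0.805 in WT and 0.775 in *Pld6* KO for MT2-MERVL, and in *Pld6* KO 0.763 for RLTR1B-MMERGLN_I and 0.732 for RLTR4. RLTR6 had no match of this identity and gave no value. With matches extended by 200 bp, IAPLTR1_MM had 0.869, 0.771 and 0.387, L1Md_A had 0.201 in *Pld6* KO and 0.0675 in *Dnmt3l* KO, MT2-MERVL had 0.857 in WT and 0.832 in *Pld6* KO, and RLTR4 had 0.458 in *Pld6* KO. With the mean of site levels, L1Md_A had 0.871 in WT and 0.209 in *Pld6* KO. The pooled level of the imprinted starts in WT was 0.0757 within 1 kb and 0.0634 at the starts of every curated transcript, and it stayed within the interval without *Impact* and *Snrpn* (0.0427).

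Depth limits the results in *Dnmt3l* KO most, where 54.5% of the listed sites had a single call. The *Dnmt3l* KO levels of RLTR6 and *Afm* rest on 4 and 3 calls and are imprecise. With the matches extended by 200 bp, RLTR6 had 23 calls in *Dnmt3l* KO, and its levels were 0.917, 0.607 and 0.174.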

Differences from the paper's values

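Of 44 values that the paper gives for a measure computed here, 21 lay farther from the paper's value than the half-width of the 95% interval, which stood in for the spread between replicates because 1 library per genotype was analysed. A value was counted as different only if it was also off by more than a factor of 1.5, and 5 values were. The other 16 include the overall levels of WT (0.703, and 0.73 in the paper), *Pld6* KO (0.722 and 0.72) and *Dnmt3l* KO (0.301 and 0.36), and the WT levels of L1Md_A (0.864 and 0.679), RLTR10C (0.833 and 0.617) and RLTRETN_Mm (0.783 and 0.532). Because a level cannot exceed 1, the factor cannot flag a higher level where the paper's own level is high. Of the 44 values, 15 were promoter levels of S2 Table, and 0 of these were counted as different. That table's levels equal those computed here for almost all promoters, so that these 15 say little about the other values.

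The paper gives an average sequencing depth of about 1.7, which can be a value for each sample or a mean over samples. It was compared here as a value for each sample, and the 2 differences below rest on that reading. The calls per CpG site of the nuclear chromosomes were 2.92 in *Pld6* KO and 0.879 in *Dnmt3l* KO. No alternative had been set for this measure, and the paper's text does not say how the depth was computed.

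For RLTR10C in *Dnmt3l* KO, the paper's S1 Table gives 0.141, and the matches to the RLTR10C-MMERVK10C amplicon gave 0.306. Each of the alternatives set before the data were examined still differed, with 0.276 at 95% identity, 0.312 with extended matches and 0.324 with the mean of site levels.

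For RLTRETN_Mm, the paper's values are 0.212 in *Pld6* KO and 0.077 in *Dnmt3l* KO, and the values here were 0.389 and 0.134. With the alternatives set before the data were examined, the *Pld6* KO level was 0.469 at 95% identity, 0.392 with extended matches and 0.393 with the mean of site levels, and the *Dnmt3l* KO level was 0.0290, 0.137 and 0.140 in the same order. In *Pld6* KO each of them stayed above the paper's value. In *Dnmt3l* KO the level at 95% identity lay below the paper's value, with an interval of 0.00799 to 0.0997 (69 calls) that holds it, and the other 2 stayed above it. The authors mapped reads to consensus sequences, whereas genomic copies were used here.

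The paper's overall levels place WT above *Pld6* KO. Pooled calls gave WT minus *Pld6* KO as -0.0194, which has the other direction, and the mean of site levels, an alternative set before the data were examined, gave 0.0102, which has the paper's direction.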

Other observations

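The tests at the region upstream of *H19*, at the *Pld6* promoter, of the depth of each library in the windows, of different depths at the same sites and of the weight of deeply covered sites were chosen only after the result was seen. The test of CpG-dense promoters was set out before its value was seen, but it was thought of after the values at the germline promoters and at *H19* were known. The paper's methods describe biological replicates with concordant patterns, but 1 deposited file per genotype was analysed here, so that every pattern described here can also be a property of a library.

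The overall WT minus *Pld6* KO difference changed its sign between pooled calls and site means. A candidate explanation is that the libraries cover sites to different depths. At the 12953338 sites covered in both, with each site weighted by the smaller of its numbers of calls, the difference was 0.00263 (95% interval -0.000802 to 0.00559), against -0.0194 for the pooled calls. The depth of coverage therefore remains as an explanation of the sign change. Up to 20 calls per site, the level falls with depth in WT and rises with depth in *Pld6* KO, and at sites with 21 or more calls it was 0.369 and 0.406. Why it depends on depth was not tested.

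At the starts of 11 maternally methylated imprinted genes, the pooled level was 0.0483 in WT, 0.0877 in *Pld6* KO and 0.0143 in *Dnmt3l* KO, and 6 of the 11 were higher in *Pld6* KO than in WT (Fisher's exact test on pooled calls, p = 3.81e-06 for WT against *Pld6* KO). The difference was smaller within 1 kb of the starts (0.0757 and 0.0861, Fisher's exact test, p = 0.156), and at the starts of every curated transcript, an alternative chosen after seeing the data, the levels were 0.0634 and 0.0877 (Fisher's exact test, p = 0.00151). The annotated starts of *Impact* (7 of 7 calls methylated in WT, 13 of 13 in *Pld6* KO) and *Snrpn* (2 of 2 in WT) are not unmethylated in these cells and cannot serve as a check of purity. Without both, also chosen after seeing the data, the levels were 0.0427 in WT and 0.0802 in *Pld6* KO. The start of *Kcnq1ot1*, the gene also called *Lit1*, had 0.0780 in WT, 0.0700 in *Pld6* KO and 0.0154 in *Dnmt3l* KO. *Airn* was lower in *Pld6* KO (0.0877) than in WT (0.231; Fisher's exact test, p = 0.0126). Within 1 kb, *Kcnq1ot1* was lower in *Pld6* KO (0.0689) than in WT (0.134; Fisher's exact test, p = 0.00340), against the direction of the pooled level. *Airn* was lower there as well (0.101 and 0.202; Fisher's exact test, p = 0.0284), while 6 of the 11 starts were higher in *Pld6* KO. More somatic cells in the *Pld6* KO library are a candidate explanation. The promoters of 12 germline genes, listed by name beforehand, were more methylated in *Pld6* KO than in WT by 0.0437 (0.124 and 0.0803) when pooled, as that explanation predicts. By promoter, 8 of the 12 were higher, with the smallest p at *Taf7l* (p = 3.06e-06), *Sycp1* (p = 1.21e-04), *Dazl* (p = 0.00224), *Mael* (p = 0.00674) and *Hormad1* (p = 0.0211, each by Fisher's exact test on calls). Calls of the same read at neighbouring sites are linked, so that the p-values of this paragraph can be too small. The 4 that were lower, *Sycp3* (p = 0.160), *Tdrd1* (p = 0.0763), *Slc25a31* (p = 0.867) and *Brdt* (p = 1), were within counting error by the same exact test. Somatic cells would also lower the level upstream of *H19*, which is methylated on a single allele in them, but the levels there were 0.859 in WT and 0.884 in *Pld6* KO, and the difference of 0.0253 was within counting error (Fisher's exact test, p = 0.478), so that this region cannot tell for or against somatic cells. In the 503 promoters with the highest CpG density in the usable part of S2 Table, the *Pld6* KO level was higher by 0.0155, against 0.0394 at the imprinted starts. This is less than the size that a general rise at dense promoters predicts. The promoters ran from 2 kb upstream to 0.5 kb downstream and the imprinted starts covered 500 bp on each side, so that these sizes cannot decide the question. Within 1 kb of the imprinted starts the difference was smaller than at the dense promoters, so that a general rise is not ruled out. The pooled germline promoters thus move as more somatic cells predict, *Airn* and *Kcnq1ot1* within 1 kb do not, and the cause stays open. A biological effect of the *Pld6* mutation was not tested.

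R between GC content and the WT minus *Pld6* KO difference was -0.421. Without the 1967 windows that hold a match to the L1Md_A amplicon, it was -0.413, and with the ratio of the calls of the libraries held fixed it was -0.443. L1Md_A copies inside the windows and the ratio of the calls therefore leave most of it. With the calls per CpG site of each library held fixed, however, R was -0.202 (95% interval -0.228 to -0.141), less than 1/2 of its size, as an effect of depth predicts. At sites covered in both libraries, weighted by the smaller number of calls, it was -0.307, and with at least 500 calls per window -0.256. In 5 groups of windows with similar depth, in which GC content varies less, R lay between -0.191 and -0.0332. Depth and GC content are themselves related in these windows and cannot be told apart fully, so that depth of coverage remains as an explanation of a large part of the relation. Around the copies, the WT minus *Pld6* KO difference within 1 kb of a match exceeded that at 20 to 50 kb by 0.571. The farther zone holds the satellite stretch. Without the stretch, a profile added after this was seen, the difference was 0.538 within 1 kb, 0.0134 from 1 to 5 kb and 0.00398 from 20 to 50 kb. The zone of 1 kb can hold the rest of the same L1 element. Lower methylation in *Pld6* KO may thus reach little beyond the elements, and since windows without a match keep the correlation, this does not explain the relation to GC content. 

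In *Dnmt3l* KO, the level was higher in GC-rich windows (R = 0.585). With the share of the window inside genes held fixed, R was 0.517, and with the calls per CpG site held fixed it was 0.445. With the mean of site levels in place of pooled calls it was 0.589. Gene content and the weight of deeply covered sites therefore leave most of the relation. Coverage is not ruled out as a part of it. R was 0.302 with at least 500 calls per window. It lay between 0.201 and 0.459 in 5 groups of windows with similar depth, in which GC content varies less. The slope on the GC fraction was 1.72 over all windows, and 1.93 and 1.80 in groups 2 and 3. In these groups the lower R is thus no sign of a weaker relation. The slope was 1.37, 1.30 and 0.643 in groups 1, 4 and 5, and 0.927 with at least 500 calls. The share inside genes had an R of 0.523 with the *Dnmt3l* KO level, 0.437 with GC content held fixed, and 0.109 with the WT level. As a hypothesis, methylation that does not need *Dnmt3l* may depend on both GC content and gene bodies. Other technical sources of a GC dependence in these libraries were not tested.

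The *Pld6* promoter had a level of 0.229 in WT (63 sites) and 0.917 in *Pld6* KO (11 sites), higher by 0.688. At the 6 sites covered in both, the levels were 0.952 and 0.968, a difference of 0.0154. The higher level is accounted for by the sites without calls in *Pld6* KO, which lie in the run that includes exon 1. The *Dnmt3l* promoter went from 0.810 in WT to 0.0476 in *Dnmt3l* KO (21 calls).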
